# Molecular mechanisms of tungstate-induced pancreatic plasticity: a transcriptomics approach

**DOI:** 10.1186/1471-2164-10-406

**Published:** 2009-08-28

**Authors:** Jordi Altirriba, Albert Barbera, Héctor Del Zotto, Belen Nadal, Sandra Piquer, Alex Sánchez-Pla, Juan J Gagliardino, Ramon Gomis

## Abstract

**Background:**

Sodium tungstate is known to be an effective anti-diabetic agent, able to increase beta cell mass in animal models of diabetes, although the molecular mechanisms of this treatment and the genes that control pancreas plasticity are yet to be identified. Using a transcriptomics approach, the aim of the study is to unravel the molecular mechanisms which participate in the recovery of exocrine and endocrine function of streptozotocin (STZ) diabetic rats treated with tungstate, determining the hyperglycemia contribution and the direct effect of tungstate.

**Results:**

Streptozotocin (STZ)-diabetic rats were treated orally with tungstate for five weeks. Treated (STZ)-diabetic rats showed a partial recovery of exocrine and endocrine function, with lower glycemia, increased insulinemia and amylasemia, and increased beta cell mass achieved by reducing beta cell apoptosis and raising beta cell proliferation. The microarray analysis of the pancreases led to the identification of three groups of differentially expressed genes: genes altered due to diabetes, genes restored by the treatment, and genes specifically induced by tungstate in the diabetic animals. The results were corroborated by quantitative PCR. A detailed description of the pathways involved in the pancreatic effects of tungstate is provided in this paper. Hyperglycemia contribution was studied in STZ-diabetic rats treated with phloridzin, and the direct effect of tungstate was determined in INS-1E cells treated with tungstate or serum from untreated or treated STZ-rats, observing that tungstate action in the pancreas takes places via hyperglycemia-independent pathways and via a combination of tungstate direct and indirect (through the serum profile modification) effects. Finally, the MAPK pathway was evaluated, observing that it has a key role in the tungstate-induced increase of beta cell proliferation as tungstate activates the mitogen-activated protein kinase (MAPK) pathway directly by increasing p42/p44 phosphorylation and indirectly by decreasing the expression of raf kinase inhibitor protein (Rkip), a negative modulator of the pathway.

**Conclusion:**

In conclusion, tungstate improves pancreatic function through a combination of hyperglycemia-independent pathways and through its own direct and indirect effects, whereas the MAPK pathway has a key role in the tungstate-induced increase of beta cell proliferation.

## Background

The endocrine pancreas is continually remodelled [1] in a dynamic process involving the death and regeneration of beta cells. Though several mechanisms have been implicated in adult beta cell maintenance and renewal [2], it has been demonstrated that the proliferation of differentiated beta cells is the major mechanism for the maintenance of adult beta cell mass [3]. Nevertheless, it has recently been shown that endogenous progenitors can participate in the increase in beta cell mass in adult mice [4].

Studies in several animal models of diabetes have shown sodium tungstate to be an effective anti-diabetic agent, able to reverse hyperglycemia [5-9]. Tungstate treatment normalizes liver glucose metabolism in streptozotocin (STZ) and Zucker Diabetic Fatty (ZDF) rats [5,7], improves beta cell function in neonatal streptozotocin (nSTZ) rats [6], and also decreases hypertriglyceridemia in ZDF-rats [7]. In nSTZ-rats, tungstate not only restores glucose-induced insulin secretion, but also completely regenerates beta cell mass, leading to normoglycemia in animals even after withdrawal of the treatment [9]. Sodium tungstate has also been shown to exert insulin-mimetic effects in isolated hepatocytes [10] and to increase insulin content and enhance insulin secretion in the presence of glucose and various segretagogues in an insulinoma cell line and the perfused pancreas [11,12].

The aim of this study is to unravel the molecular mechanisms of tungstate action in the pancreas. Streptozotocin is a diabetogenic compound and is known to specifically destroy beta cells in the pancreas, obtaining a diabetic animal model with impaired endocrine and exocrine function and reduced beta cell mass. In this model, we identified the pancreatic gene expression changes induced by the streptozotocin damage and the partial recovery of function after treatment with tungstate. The data presented here show that tungstate treatment modifies the expression of a set of genes which participate in the tungstate-induced pancreatic plasticity, with a recovery of exocrine function and a partial recovery of endocrine function and beta cell mass. Moreover, we demonstrate that most of these effects are independent of the recovery of hyperglycemia and due to direct and indirect effects of tungstate in the pancreas. Further study of these pathways may lead to the discovery of new strategies for modifying pancreatic plasticity.

## Results

### Effects of tungstate treatment on blood and beta cell parameters

As previously described [5,8], administration of sodium tungstate significantly decreased glycemia in STZ-rats, while no changes were observed in the healthy animals (Figure 1a). Similarly, the administration of tungstate to STZ-rats also increased beta cell mass, though without reaching the levels found in the healthy animals (percentage of insulin area in the total pancreatic area, healthy untreated [HU]: 1.77 ± 0.27, healthy treated [HT]: 1.82 ± 0.26, diabetic untreated [DU]: 0.05 ± 0.01 p < 0.01 *vs. *HU, diabetic treated [DT]: 0.20 ± 0.05 p < 0.01 *vs. *both DU and HU, n = 6). In agreement with previous reports [8], tungstate treatment did not induce any significant modification in the healthy animals, and consequently, no further morphological analysis of these animals was performed. Figure 1b shows representative images of insulin-immunostained pancreas. Moreover, tungstate treatment in the diabetic animals also induced a significant increase in the number of positive insulin and Pdx-1 cells in the islets (Figures 1c and 1d). In order to understand the mechanisms involved in the increase in beta cell mass, we measured beta cell replication and apoptosis rates. As shown in Figure 1e, the diabetic rats had a higher number of apoptotic cells than the healthy animals. The treatment significantly decreased the rate of beta cell apoptosis, reaching levels comparable to those found in the healthy animals (Figure 1e). Moreover, tungstate increased beta cell replication in the diabetic animals (Figure 1f). These increases in beta cell mass and function were accompanied by a significant increase in blood insulin levels in the diabetic treated animals (Figure 1g). Therefore, the increased beta cell mass observed could be ascribed to a combination of the recovery of the apoptotic levels and the increased proliferation levels. This rise does not normalize beta cell mass, probably due to the extremely low levels of beta cell mass in the STZ-rats and the cells' limited capacity for recovery and replication. Nevertheless, the stimulation of the treatment permits a four-fold increase in beta cell mass and a two-fold increase in insulinemia in the animals. Moreover, although streptozotocin is a beta cell-specific toxin, it has also been reported that STZ-rats have impaired exocrine function [13], which was confirmed by the lower blood amylase levels in the diabetic animals; these levels were also improved by tungstate administration (Figure 1h).

**Figure 1:**
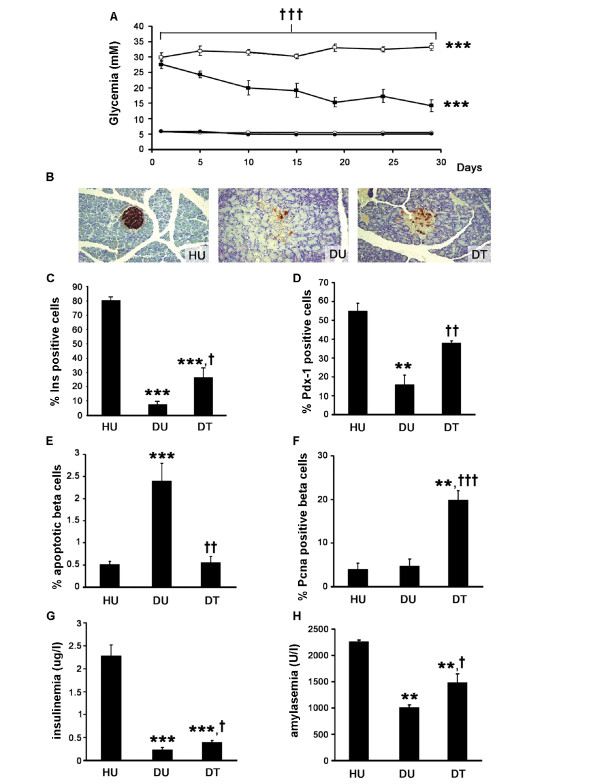
**Effects of tungstate administration on blood and beta cell parameters**. **a **Glycemia evolution of healthy untreated (open circles), healthy treated (filled circles), diabetic untreated (blank squares) and diabetic treated (filled squares) rats, n = 9. **b **Representative images of pancreatic sections stained with insulin (magnification 20×) for HU, DU and DT.**c, d **The percentage of insulin (**c**) and Pdx-1 (**d**) positive cells in the islets was analyzed from the pancreas (at three different levels), n = 6. **e, f **Beta cell apoptosis (**e**) and proliferation (**f**) were assessed by propidium iodide and Pcna staining, respectively, n = 8–10. **g, h **Insulin (**g**) and amylase (**h**) serum levels at the end of the tungstate treatment, n = 8–10. ***p < 0.001 and **p < 0.01 compared to healthy untreated animals, ^†††^*p *< 0.001, ^††^*p *< 0.01 and^†^*p *< 0.05 compared to diabetic untreated animals.

### Gene expression profile of diabetic treated animals

To understand the underlying molecular mechanisms of tungstate action in the pancreas and to identify the tungstate target genes, we used microarrays to determine the gene expression in the four experimental groups. 

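Total RNA of the whole pancreas was hybridized to the Affymetrix RAE230-A rat array, with 12 arrays in 4 groups: healthy untreated (HU), healthy treated (HT), diabetic untreated (DU) and diabetic treated (DT). Each group had 3 arrays, and each array held a pool of RNA from 3 rats, so that 9 rats stand behind each group and every p-value measures the spread between pools, not between rats. Diabetes was induced with streptozotocin at 70 mg/kg. The paper's methods give sodium tungstate in the drinking water at 2 mg/ml for 5 weeks, whereas the sample labels give 0.7 g/L in the first week and 2 g/L in the following 4 to 5 weeks. The authors adjusted the background, normalized and summarized the arrays by RMA, and the deposited values are on its log2 scale. The median of an array lay between 6.63 and 6.70, and the correlation between arrays lay between 0.976 and 0.995. Arrays have no read depth, and the number of arrays limits the precision of each value. Of 15923 probe sets, 57 controls were left out, and of the 15866 tested, 12783 carried 1 gene symbol, 312 several and 2771 none. A model with 1 mean per group was fitted to each probe set with limma, and a probe set was called selected where the B-statistic was above 0, the criterion that Additional file 9 states. Fold changes, standard errors and Benjamini-Hochberg adjusted p-values over the 15866 probe sets came from the same fit, and gene groups were tested with camera. On simulated arrays of the same design, the B-statistic recovered 50 of 50 probe sets changed 2-fold between DU and HU, with 3 false calls, and 48 of 50 changed 2-fold between DT and DU, with 8 false calls. At 1.5-fold it recovered 40 of 50 between DU and HU and 35 of 50 between DT and HU, and of 50 probe sets with a 2-fold interaction it recovered 43, against 34 by the adjusted p. The arrays were scanned on 6 days and came from 3 chip lots. Arrays 1 and 2 of the DT group (DT1 and DT2) shared scan day 1 with DU1, and DT3 shared scan day 5 with HT3, but no scan day held both a DU and an HU array. Chip lot 1 held DT1, DT2, DU1, DU2 and HU3, and chip lot 3 held DT3, DU3 and HT3. Results are therefore given with the scan day or the chip lot as a block in the model, and as differences within a scan day or lot where it held both groups. Since DU2 and DU3 were alone on their scan days and HU1 and HU2 shared theirs with no other group, the fold change with the scan day as a block is, by construction, that of DT1 and DT2 against DU1 alone in DT vs. DU and that of HT1 and HT2 against HU3 alone in HT vs. HU. In DT vs. HU it is DT3 minus HT3, plus HT1 and HT2 minus HU3, so DT3 is the only DT array in it. In DU vs. HU it is that sum plus DU1 minus DT1 and DT2, so differences between the DT arrays enter it.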

We performed microarrays of the whole pancreas in order to evaluate the possible signals coming from exocrine, ductal and endocrine tissue which might explain the phenotype observed. 

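Among the genes with the largest changes were Tff2, which encodes a trefoil peptide secreted with mucus, and Tdh, which encodes L-threonine dehydrogenase. Tff2 had a log2 expression of 13.40 ± 0.04 in HU, 8.05 ± 0.32 in DU and 13.01 ± 0.07 in DT animals (SD, n = 3 pools). It was 41.0-fold lower in DU than in HU (adjusted p = 1.36e-11) and 31.1-fold higher in DT than in DU animals (adjusted p = 3.77e-11). Tdh rose 18.5-fold in DU compared to HU animals (log2 fold change 4.21, standard error 0.28, adjusted p = 1.4e-06) and was 31.3-fold lower in DT than in DU animals (adjusted p = 3.77e-07). Both genes kept these changes with the scan day as a block, with log2 fold changes in DU vs. HU of -5.18 (adjusted p = 1.44e-05) and 5.82 (adjusted p = 0.00234). Within chip lot 1, DU1 and DU2 differed from HU3 by -5.43 and 4.97 on the log2 scale. At a B-statistic above 0, 372 probe sets were selected in DU vs. HU, in DT vs. DU or in both comparisons, of which 205 were selected in DU vs. HU alone and 84 in DT vs. DU alone. The 83 selected in both count once in this number. The paper's total of 370 takes its lists of 282 and 88 genes with shared genes in each, so the totals are unlike counts.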

The differential expression analysis identified 370 differentially expressed genes, with clustered values (Figure 2a). 

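Ppcdc, which encodes an enzyme of coenzyme A synthesis, set the DU arrays apart from the other groups, with a log2 expression of 6.83 ± 0.13 in HU, 6.73 ± 0.03 in HT, 9.38 ± 0.18 in DU and 6.72 ± 0.15 in DT animals (SD, n = 3 pools in each group). Sat1, which encodes an enzyme of polyamine breakdown, set the DT arrays apart, with 6.43 ± 0.12 in HU, 6.58 ± 0.16 in HT, 6.43 ± 0.05 in DU and 7.95 ± 0.15 in DT animals. Centroid clustering of the arrays on the selected probe sets, with a distance of 1 minus the correlation, gave 3 clusters: the 6 healthy arrays, the 3 DU arrays and the 3 DT arrays. When 2 clusters were taken, the DT arrays joined the healthy arrays with centroid linkage and the DU arrays with average linkage. These probe sets were selected on the same arrays, so this clustering is not independent of the groups. Over all 15866 probe sets, centroid linkage left 2 of 12 arrays in clusters of their own class, HT3 and DT3, each alone, and average linkage left 5 of 12, with DU3, DT3 and HT3, the arrays of chip lot 3, in 1 cluster.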

The heat diagram clearly shows that the genes selected make it possible to distinguish between the healthy and diabetic groups, and between the treated and untreated diabetic samples. This distinction elegantly mimics the glycemic phenotype observed: the glycemia pattern and gene profile are similar in the treated and untreated healthy animals, but not in the treated and untreated diabetic animals. Moreover, the heat diagram grouped these genes in three different clusters: genes modified by diabetes, genes whose expression was restored by the treatment, and genes modified only in the diabetic treated animals.

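HT and HU animals had nearly the same expression of Ins2, the insulin 2 gene, at 13.38 ± 0.08 and 13.34 ± 0.09 on the log2 scale (SD, n = 3 pools), and limma selected 0 probe sets between them at a B-statistic above 0, the highest B-statistic being -0.82. At an unadjusted p under 0.05, 859 probe sets differed, 420 higher and 439 lower in HT animals. At an adjusted p under 0.05, 1 probe set passed, that of Mug1, which encodes murinoglobulin, a protease inhibitor of plasma. Mug1 fell 3.23-fold in HT animals, from 6.23 ± 0.55 to 4.54 ± 0.18 (adjusted p = 0.0181), a level near the lowest probe sets of the HT arrays (3.44 to 3.50), where the background limits the fold. This call was lost on leaving out HU1 (adjusted p = 0.216), HU3 (0.0553), HT1 (0.156), HT2 (0.0814) or HT3 (0.195). With the scan day as a block 6 probe sets were selected and none passed the adjusted p, and with the chip lot as a block none did either. In HT vs. HU, 313 probe sets changed more than 1.25-fold, against 1616 in DU vs. HU. Of 29 measured genes of fatty acid and triglyceride synthesis, none passed in HT animals (2 higher when adjusted over the list alone), and their median log2 fold change was 0.07 (adjusted p = 0.00455 from camera, adjusted p = 0.592 with an estimated correlation), which was lost without HU2 (adjusted p = 0.198) or HT1 (0.0898) and with the scan day as a block (0.921). The effect of tungstate itself differed between diabetic and healthy animals for 67 probe sets at an adjusted p under 0.05 (interaction term in limma), 43 with a higher and 24 with a lower change in diabetic animals. This count was 32 without HU1, 42 without HU3, 36 without HT1, 38 without HT2, 42 without HT3, 35 without DU1 and 42 without DU2, and 37 with the scan day and 64 with the chip lot as a block.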

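Each of the 3 classes held well-measured genes. Gpx1, which encodes the antioxidant enzyme glutathione peroxidase 1, rose in DU compared to HU animals (log2 fold change 1.93, standard error 0.25, n = 3 + 3 pools, adjusted p = 0.000841) and was as high in DT animals, 4.09-fold above HU (adjusted p = 0.00151). Slc2a2, which encodes the glucose transporter of beta cells, fell 3.67-fold in DU (adjusted p = 1.93e-05) and stayed 3.65-fold below HU in DT animals (adjusted p = 0.000172). Txnip, which encodes a glucose-induced inhibitor of thioredoxin, rose 5.95-fold in DU (adjusted p = 4.31e-06) and fell 4.70-fold from DU to DT animals (adjusted p = 2.02e-05). C2cd4b, which encodes a C2 domain protein, had a log2 fold change of -0.14 in DU vs. HU (adjusted p = 0.76) and rose 3.78-fold from DU to DT animals (adjusted p = 0.000297). In the model with the scan day, Txnip stayed past the test in DU vs. HU (log2 fold change 3.20, adjusted p = 0.0197) and C2cd4b in DT vs. DU (1.65, adjusted p = 0.00144), whereas Gpx1 (1.00, adjusted p = 0.704) and Slc2a2 (-1.85, adjusted p = 0.177) did not pass in DU vs. HU. Within chip lot 1, the differences of DU1 and DU2 from HU3 were 1.85 for Gpx1, -2.01 for Slc2a2 and 2.46 for Txnip on the log2 scale. Of the probe sets selected in DU vs. HU, 62 were also selected with the same sign in DT vs. HU, where simulated unchanged groups gave 0 and independent lists would give 1.69. The log2 fold changes of these comparisons correlated at 0.62 across probe sets, which are not independent replicates (0.50 in simulated unchanged groups), with a covariance of 0.0321 (0.00825 simulated). The HU arrays are shared by both comparisons, and with these split into 1 and 2, each part in 1 comparison (6 ways, chosen after the values were seen), 12 to 32 probe sets were selected in both with the same sign, and the mean correlation was 0.41 and the mean covariance 0.0246.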

**Figure 2:**
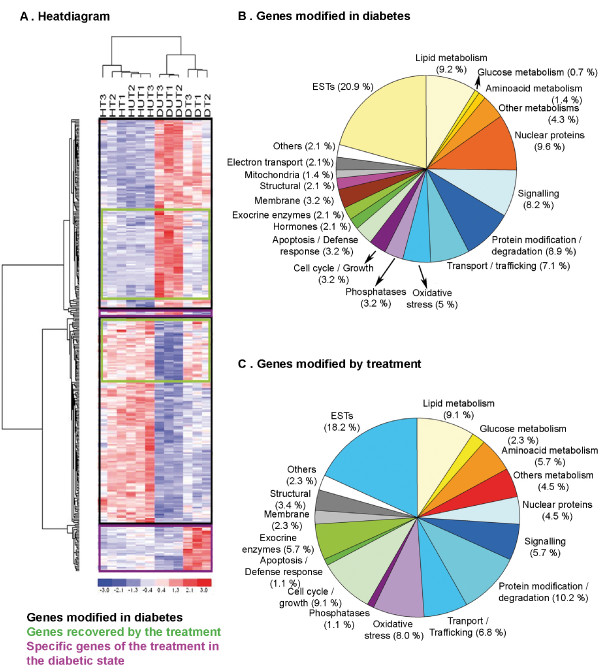
**Differential gene expression in the pancreas of the diabetic untreated and treated animals**. **a **Clustering of all the genes differentially expressed (horizontally) and the samples from the different experimental groups (vertically) using the dChip software.**b, c **Functional classification of the genes differentially expressed in the pancreas of diabetic animals (**b**) and in the pancreas of diabetic treated animals (**c**). The analysis of the arrays and identification of the differentially expressed genes was performed as described in Additional file 9. The functional classification of the genes was performed with the help of the NetAffx and GeneOntology databases.

In Figure 2b, the 282 genes differentially expressed due to diabetes are grouped according to their function [for a complete list, see Additional file 1]. 

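Genes that burn fatty acids rose in the diabetic pancreas. Of 38 measured genes of fatty acid oxidation and ketogenesis, 16 were higher in DU than in HU animals at an adjusted p under 0.05 and 1 was lower (21 higher and 4 lower when adjusted over the list alone). Cpt1a, which encodes the enzyme that controls the entry of fatty acids into mitochondria, rose 4.82-fold (log2 fold change 2.27, standard error 0.21, n = 3 + 3 pools, adjusted p = 4.15e-05, and 0.262 with the scan day as a block). The median log2 fold change of the list was 0.32 (adjusted p = 3.06e-11 from camera, adjusted p = 0.0137 with an estimated correlation), and it was 0.26 with the scan day as a block (adjusted p = 1.78e-06) and 0.31 with the chip lot as a block. For DU1 and DU2 minus HU3, within chip lot 1, this median was smaller, at 0.18. Of 29 genes of fatty acid and triglyceride synthesis, 6 fell in DU animals and none rose (6 and none when adjusted over the list alone), among them Fads2, a fatty acid desaturase (1.80-fold, adjusted p = 0.00158), and Dgat2, which makes triglycerides (2.37-fold, adjusted p = 0.00297), but the list as a whole did not pass camera (adjusted p = 0.181, and 0.0225 without HU2), except with the chip lot as a block (median -0.07, adjusted p = 0.0224). Fbp1 and Fbp2, the fructose bisphosphatases of gluconeogenesis, rose 2.21-fold (adjusted p = 0.000967) and 2.62-fold (adjusted p = 1.77e-05) among 35 genes of glucose metabolism, of which 2 rose and 1 fell (4 and 1 when adjusted over the list alone). Impa2, an inositol phosphatase, rose 3.42-fold (adjusted p = 4.49e-05), and Lcat, which esterifies plasma cholesterol, fell 4.00-fold (adjusted p = 0.00228). In all, 288 probe sets of 241 genes were selected in DU vs. HU, 137 higher and 151 lower in DU animals, with a median change of 1.59-fold. A block for the scan day gave 72 selected probe sets, 39 of them among the 288, and a block for the chip lot 204, 157 of them among the 288. Of the 10 genes with the largest rise and the 10 with the largest fall, 6 and 4 stayed at an adjusted p under 0.05 with the scan day as a block, and 10 and 9 with the chip lot.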

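Several genes changed more than 2.5-fold between DT and DU animals. Herc4, which encodes a ubiquitin ligase, rose 6.00-fold in DT compared to DU animals (log2 fold change 2.59, standard error 0.33, n = 3 + 3 pools, adjusted p = 0.000937). Anpep, which encodes the membrane peptidase aminopeptidase N, rose 2.97-fold (adjusted p = 1.64e-05), and Dusp6, which encodes a phosphatase that inactivates Erk, rose 2.94-fold (adjusted p = 0.0117). Cmbl, which encodes a hydrolase, fell 3.52-fold (adjusted p = 0.000297), and Clu, which encodes the secreted chaperone clusterin, fell 3.37-fold (adjusted p = 0.0111). Dusp6 did not pass without DU3 (adjusted p = 0.0577), nor Clu without DU2 (0.0585) or DT1 (0.0573). Clu differed by -2.14 between DT1 and DT2 and DU1 within scan day 1 and by -0.69 between DT3 and DU3 within chip lot 3, and Dusp6 by 0.99 and 2.67. Of 26 pancreatic injury and regeneration genes, 2 fell, 1 of them Clu, and 1 rose in DT animals (4 and 2 when adjusted over the list alone), with a median log2 fold change of -0.25 (adjusted p = 0.0141 from camera, adjusted p = 0.599 with an estimated correlation), lost without DU2 (0.0919) or DT2 (0.256) and moved to -0.38 without DT3. The median of this list was -0.31 for DT1 and DT2 minus DU1 within scan day 1 but 0.12 for DT3 minus DU3 within chip lot 3. Stellate cell, fibroblast and matrix genes had medians of -0.31 in DT vs. DU, -0.51 within scan day 1 and 0.07 within chip lot 3, and leukocyte genes -0.17, -0.55 and 0.45. In all, 167 probe sets of 146 genes were selected in DT vs. DU, 97 higher and 70 lower in DT animals, with a median change of 1.72-fold. Blocks for the scan day and the chip lot gave 192 and 187, of which 93 and 155 were among the 167.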

The analysis of the arrays from DT animals identified 88 differentially expressed genes (see Figure 2c for functional clustering, and Additional file 2 for the complete list). 

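Cbr1, which encodes a carbonyl reductase, had a log2 expression of 7.93 ± 0.04 in HU, 10.28 ± 0.36 in DU and 8.13 ± 0.07 in DT animals (SD, n = 3 pools). It rose 5.13-fold in DU compared to HU (adjusted p = 2.98e-07) and fell 4.44-fold from DU to DT animals (adjusted p = 1.04e-06). Sctr, which encodes the secretin receptor, fell 2.13-fold in DU (adjusted p = 0.00108) and rose 1.87-fold in DT animals (adjusted p = 0.0069). Ppcdc, the gene of coenzyme A synthesis, rose 5.85-fold in DU (adjusted p = 9.94e-09) and fell 6.31-fold in DT animals (adjusted p = 7.7e-09). Blocked by scan day, the log2 fold changes in DT vs. DU were -1.78 for Cbr1 (adjusted p = 0.000138) and 1.21 for Sctr (adjusted p = 0.00472). In all, 83 probe sets were selected both in DU vs. HU and in DT vs. DU, with opposite signs, 45 higher and 38 lower in DU animals. They make up 49.7% of the probe sets selected in DT vs. DU, and 6 of them were still selected in DT vs. HU. Blocking the scan day gave 51 restored probe sets, 26.6% of the 192 selected in DT vs. DU, of which 29 were among the 83. The DU arrays enter both comparisons, and simulated unchanged groups that share them gave 0 such probe sets in 100 simulations, whereas independent lists would give 0.604 higher and 0.923 lower in DU animals. Across probe sets the correlation of the log2 fold changes was -0.60 (-0.50 simulated) and their covariance -0.0302 (-0.0082 simulated). With the DU arrays split into 1 and 2, each part in 1 of the comparisons (6 ways, chosen after the values were seen), 46 to 51 probe sets were selected in both with opposite signs, and the mean correlation was -0.41 and the mean covariance -0.0238.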

The majority of these genes (70%) represented genes whose expression was restored, in varying degrees, by the tungstate treatment. Among these genes are the ones involved in metabolism, protein modification, oxidative stress, and so on, showing that the treatment acts on several pathways which lead to the recovery of pancreatic function. 

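Genes of fatty acid oxidation fell in DT compared to DU animals. Of 38 genes of this pathway and of ketogenesis, 13 fell in DT compared to DU animals and none rose (20 and 1 when adjusted over the list alone). Decr1 and Ech1, enzymes that process unsaturated fatty acids, fell 5.07-fold (log2 fold change -2.34, standard error 0.15, n = 3 + 3 pools, adjusted p = 1.06e-06) and 3.43-fold (adjusted p = 8e-05), and in DU vs. HU they had risen 7.54-fold and 3.36-fold (adjusted p = 0.0345 and 0.201 with the scan day as a block). Acadl, a dehydrogenase of this pathway, fell 2.45-fold (adjusted p = 1.13e-05), and Angptl4, a lipase inhibitor, 3.30-fold (adjusted p = 1.13e-05). The median log2 fold change of the list was -0.30 (adjusted p = 8.54e-19 from camera, adjusted p = 0.00434 with an estimated correlation), -0.26 within scan day 1 and -0.40 within chip lot 3. Of 39 genes of the unfolded protein response and of ER chaperones, which fold and modify secreted proteins, 3 rose and none fell (9 and none when adjusted over the list alone), among them Sdf2l1 (1.99-fold, adjusted p = 0.000297). Their median was 0.27, with 34 of 39 above 0 (adjusted p = 3.06e-11 from camera, adjusted p = 0.418 with an estimated correlation), 0.27 with the scan day as a block and 0.21 within chip lot 3. Of 45 antioxidant and glutathione genes, 1 rose and 2 fell (5 and 4 when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.73). The gene that rose was Gstp1, a glutathione transferase (1.89-fold, adjusted p = 0.0012), which had fallen 1.96-fold in DU vs. HU. Of 33 genes of amino acid metabolism, 2 rose and 2 fell (8 and 2 when adjusted over the list alone), with a median of 0.16 (adjusted p = 0.00066 from camera, adjusted p = 0.592 with an estimated correlation), 0.14 with the scan day as a block (adjusted p = 0.0149).

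**Figure D1:**
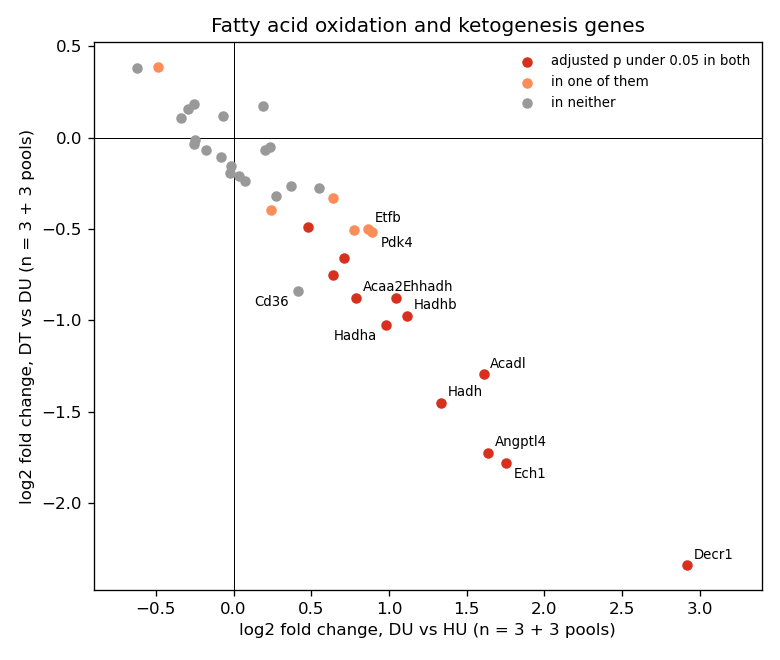
Log2 fold changes of the 38 measured fatty acid oxidation and ketogenesis genes, DU vs. HU on the horizontal axis and DT vs. DU on the vertical axis, 1 point per gene, colored by whether the adjusted p was under 0.05 in both comparisons, in 1 or in neither. Decr1 (2.91 and -2.34) lies farthest to the lower right, and the DU arrays enter both axes.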

Only 28 of the 88 genes were differentially expressed in DT animals alone [see Additional file 3].

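Sat1, the polyamine enzyme, was 2.86-fold higher in DT than in HU animals (log2 fold change 1.51, standard error 0.10, n = 3 + 3 pools, adjusted p = 1.8e-05), and 2.87-fold higher than in DU animals (adjusted p = 2.29e-06). Gls2, which encodes a glutaminase, rose 1.97-fold in DT vs. DU (adjusted p = 0.00437) and was 2.76-fold above HU (adjusted p = 0.00046). Trib3, a target of the integrated stress response, rose 1.62-fold in DT vs. DU (adjusted p = 0.0218) and was 2.27-fold above HU (adjusted p = 0.00113), and its rise over DU did not pass without DU1 (0.109), DU3 (0.0868), DT2 (0.0896) or DT3 (0.0635) or with the scan day as a block (0.121). Gamt, which makes creatine, fell 1.51-fold in DT vs. DU (adjusted p = 0.00744). In DT vs. DU, Sat1 (1.39, adjusted p = 0.00178) and Gls2 (1.11, adjusted p = 0.00584) passed with the scan day as a block, and in DT vs. HU neither did (adjusted p = 0.169 and 0.347). Within chip lot 3, DT3 exceeded DU3 by 1.75 for Sat1, 0.52 for Gls2 and 0.89 for Trib3 on the log2 scale. By the criteria of Additional file 3, 58 probe sets were selected in DT vs. DU, not selected in DU vs. HU and more than 1.25-fold up or down in DT vs. HU, 45 higher and 13 lower in DT animals. Of these, 34 were also selected in DT vs. HU. The count was 88 without DT3, and 98 at a prior proportion of 0.05.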

### Validation of the array results

After an exhaustive bibliographical research, from the list of all the genes modified by tungstate in the diabetic animals we chose a selection of genes whose function would help us to explain the effects observed in the pancreas of the tungstate-treated diabetic animals (further information available in Additional file 4 and Discussion), and we rechecked their expression using quantitative PCR. The genes chosen were transforming growth factor beta 3 (*Tgfb3*), fibroblast growth factor 13 (*Fgf13*), X-box binding protein 1 (*Xbp1*), uterine sensitization-associated gene-1 (*Usag-1*), tetraspanin 8 (*Tspn8*), suppressor of lin-12 1 homolog (*Sel1h*), and Raf kinase inhibitory protein (*Rkip*). The analysis is shown in Figure 3a. 

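On the arrays, 6 of the 7 chosen genes rose in DT compared to DU animals and 1 fell. Tspan8, a tetraspanin of the cell membrane, rose 2.74-fold, from a log2 expression of 5.36 ± 0.05 to 6.82 ± 0.31 (SD, n = 3 pools, adjusted p = 3.18e-05), and stood 2.38-fold above HU (adjusted p = 0.00046). Tgfb3, a growth factor of the TGF-beta family, rose 2.36-fold, from 7.46 ± 0.19 to 8.71 ± 0.22 (adjusted p = 7.94e-05), and stood 1.80-fold above HU (adjusted p = 0.0049). Sel1l, the gene called Sel1h in the paper and part of ER-associated degradation, rose 2.24-fold, from 9.96 ± 0.04 to 11.12 ± 0.13 (adjusted p = 4.3e-05). Sostdc1, called Usag-1 in the paper and an antagonist of Wnt and BMP signals, rose 2.15-fold (adjusted p = 0.000297), and Xbp1, a transcription factor of the unfolded protein response, 1.75-fold (adjusted p = 6.23e-05). Fgf13, an intracellular growth factor homolog, rose with an adjusted p of 0.0225, a call lost with the scan day as a block (0.376) and without DU1, DU2, DU3, DT1 or DT3 (adjusted p from 0.0518 to 0.089), and Pebp1, called Rkip in the paper, was the gene that fell, with an adjusted p of 0.0015. In DU vs. HU, Sel1l fell 2.05-fold (adjusted p = 9.38e-05), Sostdc1 fell by 0.58 on the log2 scale (adjusted p = 0.025, lost without HU1, HU3, DU1 or DU2, at 0.0904, 0.0826, 0.0898 and 0.0926), and Tgfb3 (-0.39, adjusted p = 0.102) and Tspan8 (-0.20, adjusted p = 0.408) did not pass. Tbp, a general transcription factor, did not pass in DT vs. DU (log2 fold change -0.17, adjusted p = 0.652). When the scan day was a block, the log2 fold changes in DT vs. DU were 1.57 for Tspan8, 1.25 for Tgfb3, 1.05 for Sel1l, 0.99 for Sostdc1 and 0.87 for Xbp1, all at an adjusted p of 0.0182 or less. Within chip lot 3, DT3 differed from DU3 by 1.23, 1.04, 1.35, 1.29 and 0.66 for the same genes in that order.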

The results were similar to those found in the microarray analysis. Interestingly, gene expression was lower in DU than in HU animals (except *Tspn8*, which was unchanged, and *Rkip*, which was increased), whereas in DT animals, gene expression increased significantly as compared to DU, and sometimes it even surpassed HU. Insulin 2 and amylase were also included as controls. 

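Insulin 2 and amylase were the genes with some of the deepest losses in DU animals. Ins2 had a log2 expression of 8.63 ± 0.32 in DU animals (SD, n = 3 pools), 26.1-fold below HU (adjusted p = 1.4e-06), and 10.08 ± 0.89 in DT animals. Amylase was measured by a probe set of Amy2a3, the pancreatic amylase, by a probe set of Amy1, its paralog, and by a probe set annotated to both. Amy2a3 fell 36.3-fold in DU animals, from 13.12 ± 0.07 to 7.94 ± 1.29 (adjusted p = 1.04e-05), and rose 32.2-fold in DT compared to DU animals, to 12.95 ± 0.24 (adjusted p = 2.02e-05). Without DU2, the DU array with the lowest Amy2a3, this rise was 19.2-fold. The fall in DU vs. HU is then smaller as well, since the DU mean is higher. Amy1 fell 68.3-fold, from 10.52 ± 0.18 to 4.42 ± 0.02 (adjusted p = 8.17e-09), rose 15.7-fold in DT vs. DU, to 8.39 ± 0.05 (adjusted p = 1.04e-06), and stayed 4.36-fold below HU (adjusted p = 0.00116). Its DU level is near the lowest probe set of the DU arrays (3.47), so the folds over it are read as lower bounds. The probe set annotated to both, reported after its values were seen, fell 10.6-fold in DU animals, from 13.79 ± 0.03 to 10.38 ± 0.74 (adjusted p = 4.10e-06), and rose 10.2-fold in DT vs. DU, to 13.73 ± 0.15 (adjusted p = 6.90e-06). Ins2 rose 2.74-fold in DT vs. DU (log2 fold change 1.45, standard error 0.31, adjusted p = 0.0387), and stayed 9.54-fold below HU (adjusted p = 0.000241). The size of this rise rests partly on DT3: without it the log2 fold change was 0.94, and the call stayed (adjusted p = 0.00446). The call was lost on leaving out any HU, HT or DU array, with adjusted p-values from 0.0536 without HU3 to 0.145 without DU3. The HU and HT arrays enter this comparison only through the estimated spread, and without HU1, for example, the rise stayed at 2.74-fold. The adjusted p was 0.0273 with the scan day and 0.0505 with the chip lot as a block. Within scan day 1, DT1 and DT2 exceeded DU1 by 0.73 for Ins2, 4.48 for Amy2a3 and 3.97 for Amy1 on the log2 scale, and within chip lot 3 DT3 exceeded DU3 by 2.85, 3.92 and 3.94. In DU vs. HU, the log2 fold changes with the scan day as a block were -2.84 for Ins2 (adjusted p = 0.00117), -4.58 for Amy2a3 (adjusted p = 3.89e-05) and -5.08 for Amy1 (adjusted p = 1.44e-05).

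**Figure D2:**
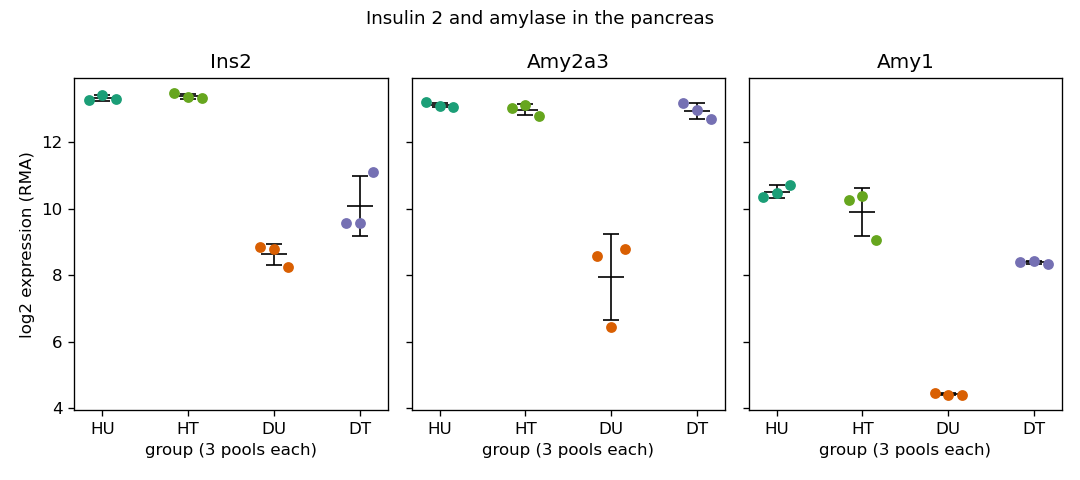
Log2 expression (RMA) of Ins2, Amy2a3 and Amy1 in each group, 1 point per array (a pool of 3 rats), with the mean and SD as bars (n = 3). The DU arrays lie lowest in all 3 genes, and DT3 is the highest DT array for Ins2.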

As in the microarrays and in the biochemical data, the expression of these genes was extremely low (almost zero) in the DU rats, and tungstate treatment partially restored amylase expression (a 45.98 ± 10.97 fold increase DT *vs. *DU, p < 0.01) and increased insulin expression (a 4.49 ± 1.10 fold increase DT *vs. *DU, p < 0.001).

**Figure 3:**
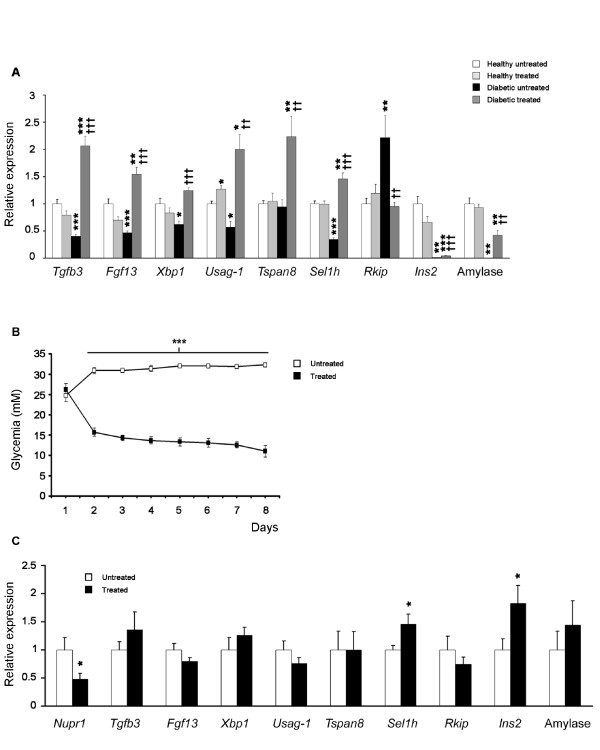
**Tungstate effects on the genes identified using the microarrays are specific and independent of glycemia normalization**. **a **From the list of specific genes modified in the diabetic treated animals, a significant number were chosen to corroborate the difference in expression levels detected by microarray analysis, using Real Time PCR, n = 7. ***p < 0.001, **p < 0.01 and *p < 0.05 compared to healthy untreated animals, ^†††^*p *< 0.001, ^††^*p *< 0.01 and ^†^*p *< 0.05 compared to diabetic untreated animals. **b **Diabetic animals were treated with phloridzin to decrease glycemia. Blood glucose levels during phloridzin administration, n = 12. ***p < 0.001 compared to vehicle treated animals. **c **mRNA expression levels from the pancreas of phloridzin treated animals were analyzed by Real Time PCR, n = 10. *p < 0.05 compared to vehicle treated animals.

### Tungstate effects are independent of glycemia normalization

Hyperglycemia has a critical impact on beta cell function [14] and gene expression [15]. To assess the involvement of the decrease in the hyperglycemia on tungstate effects, we decided to explore whether the gene expression changes induced by the treatment were just the consequence of the decrease in glycemia observed in the diabetic treated animals. To do so, diabetic rats were treated with phloridzin, which selectively inhibits active glucose reabsorption in the kidneys and, as opposed to insulin administration, leads to a decrease in glycema without any direct effect on pancreas function. Phloridzin administration led to a significant decrease in glycemia, though healthy values were not attained; interestingly, the levels reached were quite similar to those observed in DT animals (Figures 3b and 1a). Analysis of the expression of the genes validated by Real Time PCR showed that most did not present significant differences between the phloridzin administrated animals and their control counterparts (Figure 3c). Nevertheless, *Sel1h *and insulin expression increased significantly (insulin: 1.82 ± 0.32 fold increase, *Sel1h*: 1.45 ± 0.18 fold increase, p < 0.05 *vs. *untreated animals), although this increase was lower than the one observed in the tungstate-treated diabetic rats (insulin: 4.49 ± 1.10 fold increase, *Sel1h*: 4.21 ± 0.31, p < 0.001 *vs. *DU). Nuclear protein 1 (*Nupr1*), which has been shown to be regulated by glucose levels [16], was included as a positive control, and, as expected, it was significantly reduced in phloridzin-treated animals. Therefore, we conclude that tungstate effects on gene expression are independent of the decrease in glycemia.

### Tungstate increases beta cell proliferation indirectly through the modification of the serum profile

Tungstate administration to the diabetic animals increased beta cell proliferation. This increase was responsible, at least partially, for the beta cell mass recovery observed in the diabetic animals. Firstly, we assessed whether tungstate alone in culture was able to increase beta cell proliferation. As shown in Figure 4a, in culture, tungstate slightly increased INS-1E proliferation. However, this increase was much lower than the one observed *in vivo*; therefore, we wondered whether tungstate administered *in vivo *was able to exert a greater effect due either to the action of one of its metabolites or due to some indirect mechanisms. To shed some light on the matter, we cultured INS-1E cells in the presence of serum from the treated animals. Surprisingly, the sera from the diabetic treated rats were able to enhance INS-1E proliferation (Figure 4b). This increase was greater than the one observed when the cells were treated with tungstate directly. Moreover, when tungstate was added to a medium containing foetal bovine serum, no differences were observed (data not shown), suggesting that tungstate was not acting through the enhancement of some trophic factors present in the serum. In conclusion, tungstate acts on beta cell proliferation in diabetic animals probably through an indirect mechanism.

**Figure 4:**
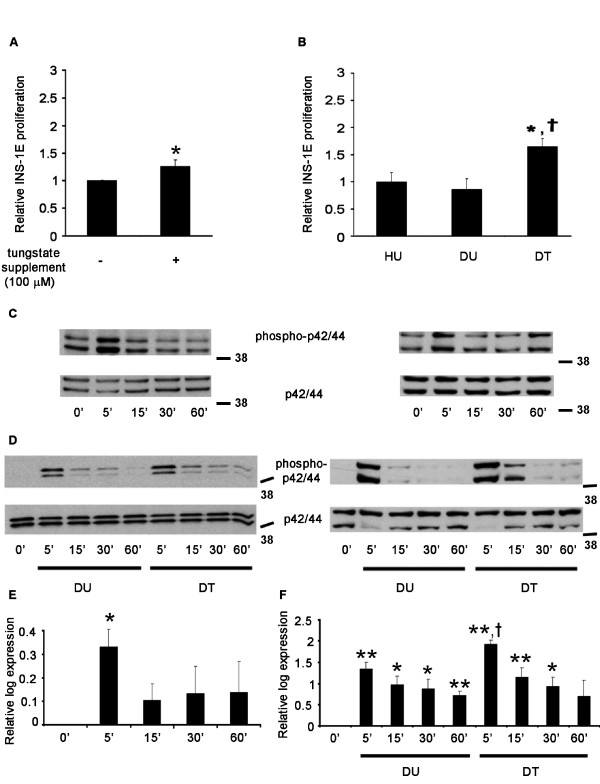
**Effects of tungstate and serum from tungstate treated animals on beta cell proliferation and analysis of p42/44 phosphorylation capacity**. **a **Tungstate induction of INS-1E cells proliferation. INS-1E cells were cultured with or without tungstate (100 μM) in the absence of fetal bovine serum. n = 5, *p < 0.05 *vs. *control. **b **Serum from diabetic treated animals enhances INS-1E proliferation. The cells were cultured in RPMI media containing 10% of the serum from the animals of each experimental group (HU, DU and DT). Serum samples were obtained after 5 weeks treatment with tungstate. n = 5. *p < 0.05 *vs. *healthy untreated animals and ^†^*p *< 0.05 compared to diabetic untreated animals. **c-f **INS-1E cells were treated (**c **and **e**) with tungstate, or with serum from the untreated and treated diabetic animals (**d **and **f**) for the minutes indicated. Lysates were immunoblotted (representative Western blots are shown, **c-d**), quantified (**e-f**) and expressed as the logarithmic fold change of phosphorylated p42/44 protein normalized by the total quantity of p42/44 for each time point *vs. *time 0 (n = 4–5). **p < 0.01 and *p < 0.05 *vs. *time 0 and ^†^*p *< 0.05 as compared to the same point time in the samples treated with serum from the diabetic untreated animals.

### MAPK pathway is involved in tungstate induced beta cell proliferation

Among several other cellular functions, the MAPK pathway plays a key role in cell replication [17]. One of the tungstate-specific genes that we have analyzed is Rkip, which is involved in the fine tuning of this important pathway in the islets through the inhibition of Raf-1 [18]. This gene was increased in the diabetic untreated animals compared to untreated healthy rats (inhibiting the MAPK p42/44 pathway), and the treatment returned its levels to normal (re-establishing MAPK p42/44 signalling) (Figure 3a). Moreover, previous studies [10] have demonstrated that sodium tungstate is able to activate the MAPKp42/44 pathway by increasing p42/44 phosphorylation in hepatocytes. Therefore, we decided to further evaluate the role of the MAPK pathway in tungstate-induced beta cell replication. We observed that tungstate was able to stimulate the MAPK pathway in INS-1E (Figure 4c and 4e). Similarly, the serum from the diabetic treated animals was also able to enhance the MAPK pathway more strongly than the serum from the untreated animals (notice the different scales used in Figures 4e and 4f); in addition, the activation of the pathway lasted longer (Figures 4d and 4f). This MAPKp42/44 activation pattern mimics the findings observed with the INS-1E proliferation in the presence of tungstate and serum from the different animals, showing also that serum from diabetic treated animals is a more potent proliferative agent and activator of the MAPK p42/44 pathway. Since it seemed that the stimulation of beta cell replication was linked to MAPK activation, we decided to culture INS-1E cells with PD98059, a MAPK/ERK kinase 1 (Mek1) inhibitor [19]. In the presence of PD98059, the serum from the treated animals induced a lower stimulation of beta cell replication (62% reduction, p < 0.05, n = 6), but no significant effect was seen in the serum from the untreated animals (8% reduction, p = n.s., n = 6). These data suggest that in order to exert its effects on beta cell replication, tungstate has to activate the MAPK pathway by both short-term (direct activation) and long-term mechanisms (normalization of *Rkip *expression), probably through an indirect mechanism involving either tungstate metabolization or the stimulation of some beta cell trophic factor(s).

## Discussion

This paper focuses on the molecular mechanisms by which tungstate administration modulates pancreatic plasticity in diabetic animals. We selected the streptozotocin rat model, which shows a high degree of pancreatic damage at both endocrine and exocrine levels [20]. In this situation, tungstate administration partially restores glycemia, insulinemia and amylasemia. Moreover, the morphological results clearly demonstrate that treatment increased beta cell mass in the pancreas and increased insulin and Pdx-1 positive cells in the islets. This increased beta cell mass can be ascribed, at least in part, to a combination of a decrease in beta cell apoptosis and an increase in islet proliferation.

In agreement with the metabolic phenotype, the pancreatic microarray analysis found no differences in the gene expression pattern between HU and HT animals, but it showed a very different pattern in DU animals as compared with both healthy samples. These changes are found not only in genes linked to endocrine function but also in those linked to exocrine function, probably due to the toxic effects of STZ. 

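Over all 15866 probe sets, the first principal component (30.2% of the variance) set the DU arrays apart from the healthy arrays. Its mean score was -12.8 ± 0.725 in HU, -10.0 ± 4.69 in HT and 17.5 ± 0.139 in DU animals (SD, n = 3 pools), and 5.31 ± 3.29 in DT animals. The second component held 15.6% of the variance, and the scores of HU, HT and DU arrays overlapped on it. Between HT and HU the median absolute log2 fold change over all probe sets was 0.08, against 0.12 between DU and HU. Scg2, which encodes a granule protein of endocrine cells, had log2 expressions of 7.62 ± 0.26 in HU, 7.05 ± 0.60 in HT and 4.84 ± 0.04 in DU animals, and fell 6.88-fold in DU vs. HU (adjusted p = 0.000303), with no pass in HT vs. HU (adjusted p = 0.871). The DU level of Scg2 is not far above the lowest probe set of the DU arrays (3.47), so the background may limit this fold. Nupr1, a stress-induced gene of the pancreas, had 10.27 ± 0.21, 10.64 ± 0.19 and 11.71 ± 0.04, and rose 2.71-fold in DU vs. HU (adjusted p = 0.000967), with no pass in HT vs. HU (adjusted p = 0.871). Neither gene passed in DU vs. HU when the scan day was a block (-0.79 and 1.99), and within chip lot 1 DU1 and DU2 differed from HU3 by -3.07 and 1.63 on the log2 scale. The value with this block includes DT3 minus HT3. For Scg2, DT3 minus DT1 and DT2 was 1.28 and HT3 minus HT1 and HT2 was -1.03, so its smaller fall rests partly on those arrays.

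**Figure D3:**
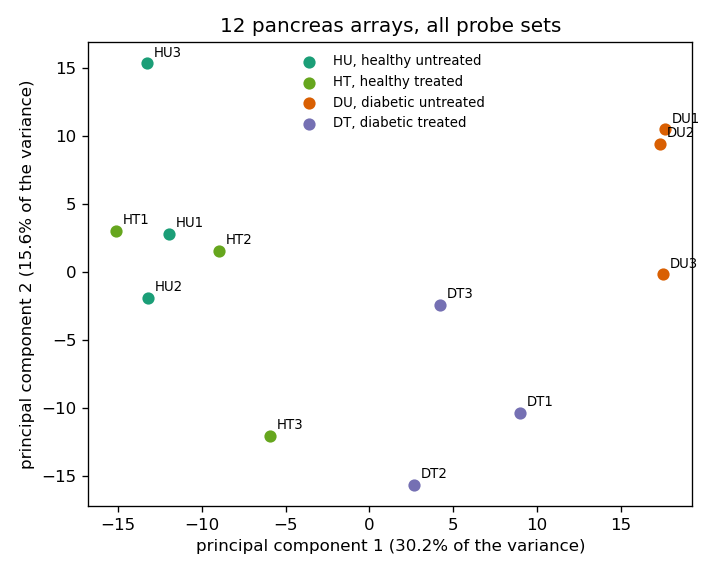
Scores of the 12 arrays on the first and second principal components over all probe sets, 1 point per array, colored by group. The DU arrays sit at a mean of 17.5 on the first component, and HU and HT arrays at -12.8 and -10.0.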

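Several endocrine genes fell in DU animals. Of 12 measured beta cell genes, 4 fell and none rose (6 and none when adjusted over the list alone), among them Ins1, the insulin 1 gene (7.82-fold, log2 fold change -2.97, standard error 0.24, n = 3 + 3 pools, adjusted p = 1.04e-05), and Iapp, which encodes the amyloid peptide released with insulin (4.38-fold, adjusted p = 0.000702). The median log2 fold change was -0.27 (adjusted p = 2.46e-06 from camera, adjusted p = 0.105 with an estimated correlation), -0.27 with the scan day as a block (adjusted p = 0.00291) and -0.18 with the chip lot. Of 18 pan-endocrine genes, 7 fell and none rose (9 and none when adjusted over the list alone), among them Pcsk2, which cleaves prohormones (1.74-fold, adjusted p = 0.00122), and Cpe, which trims them (3.78-fold, adjusted p = 0.00178). Their median was -0.35 (adjusted p = 6.49e-07 from camera, adjusted p = 0.285 with an estimated correlation), and with the scan day as a block -0.06 (adjusted p = 0.56), where the log2 fold change of Cpe was 0.03 (adjusted p = 0.988). With the scan day as a block, the DU vs. HU value includes DT3 minus HT3. For Cpe, DT3 minus DT1 and DT2 was 1.17 and HT3 minus HT1 and HT2 was -0.82. The lost fall of Cpe thus rests partly on those arrays and is not evidence for the scan day. Within chip lot 1 the median of the pan-endocrine list for DU1 and DU2 minus HU3 was -0.26. Among exocrine genes the change was uneven. Of 23 acinar digestive enzymes, 2 fell, Amy2a3 and Cuzd1, a zymogen granule protein (1.42-fold, adjusted p = 0.00103), and 1 rose, Prss2, a trypsinogen (1.37-fold, adjusted p = 0.0318, with 3 and 1 when adjusted over the list alone), and the list as a whole did not pass camera (median 0.01, adjusted p = 0.713). The Prss2 call was lost without HU1 (0.113), HU3 (0.0958), DU1 (0.125) or DU2 (0.102) and with the scan day (0.811) or the chip lot (0.176) as a block. Within chip lot 1, DU1 and DU2 differed from HU3 by -2.86 for Ins1, -2.20 for Iapp, -0.91 for Pcsk2 and -0.51 for Cuzd1 on the log2 scale.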

Finally, DT animals presented a specific pattern which was different from both DU animals and healthy animals, due to the effects of sodium tungstate on the diabetes background.

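DT animals differed from healthy animals as well as from DU animals. The gene 1810009J06Rikl was 4.92-fold higher in DT than in HU animals (log2 fold change 2.30, standard error 0.24, n = 3 + 3 pools, adjusted p = 0.000481), and Errfi1, a feedback inhibitor of the EGF receptor, 2.97-fold (adjusted p = 0.0127, lost without HU1, HU2 or DT1, at 0.059, 0.0554 and 0.0522). Ccnd2, which encodes the cell cycle regulator cyclin D2, fell 3.08-fold (adjusted p = 0.0049), and Mug1 was 4.48-fold lower (adjusted p = 0.000241), with a DT level, 4.07 ± 0.10, near the lowest probe sets of the DT arrays (3.45 to 3.48), where the background limits the fold. Of 12 beta cell genes, 4 were lower in DT than in HU animals (4 when adjusted over the list alone), with a median of -0.19 (adjusted p = 0.00013 from camera, adjusted p = 0.22 with an estimated correlation), -0.08 with the scan day (adjusted p = 0.027) and -0.12 with the chip lot as a block (adjusted p = 0.00273). Of 25 stellate cell, fibroblast and matrix genes, 3 were lower (6 when adjusted over the list alone), among them Col3a1, a fibrillar collagen (2.70-fold, adjusted p = 0.0188), with a median of -0.32 (adjusted p = 1.61e-05 from camera, adjusted p = 0.6 with an estimated correlation), 0.02 with the scan day as a block (adjusted p = 0.757) and -0.50 without DT3. The Col3a1 call was lost without HU1 (0.0609), HU3 (0.0712), DT1 (0.0694) or DT2 (0.0566). In DT vs. HU, 188 probe sets of 159 genes were selected, 107 higher and 81 lower in DT animals, and with the scan day and the chip lot as blocks 28 and 112 were selected, of which 15 and 83 were among the 188. Without HU2 the count was 116. Of the 10 named genes with the largest rise and the 10 with the largest fall in DT vs. HU, 2 and 1 stayed at an adjusted p under 0.05 with the scan day as a block. With the chip lot as a block 9 and 8 did. Between DT3 and HT3, the only DT and healthy arrays of the same scan day, 198 of the 209 probe sets at an adjusted p under 0.05 in DT vs. HU differed with the same sign (a mean of 170 and at most 179 in simulated unchanged groups), at a median of 0.666 times the log2 fold change (0.51 and at most 0.607 simulated), as did 10 and 9 of these named genes. The paper states that the microarrays of DT animals had a specific pattern, and it puts this down to the effects of tungstate on the diabetes background.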

The analysis of the microarray data led us to propose a model of tungstate action (Figure 5) which could explain the general improvement in the exocrine and endocrine pancreatic function of the diabetic animals treated with sodium tungstate. To understand these effects, we should bear in mind that tungstate is able to inhibit phosphatase activity due to its chemical properties [21]. Our group and others have shown that, probably as a result of this property, tungstate treatment increases the phosphorylation of key proteins of different pathways [9,10] and is probably responsible for the effects of tungstate in diabetic animals. Thus, the combination of these two actions – modification of gene expression and enhancement of phosphorylation – may cooperate synergistically to increase beta cell mass, which, together with the improvement of hepatic metabolism [5], would lead to a decrease in hyperglycemia.

**Figure 5:**
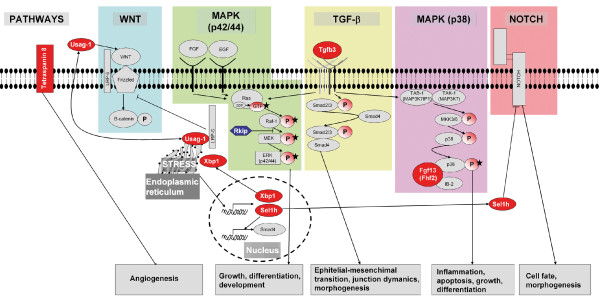
**Pathways involved in the effects of tungstate on the pancreas**. Microarrays from diabetic treated animals show that tungstate is acting through many interconnected pathways, which lead to an overall improvement of pancreas function. Some of the genes found are over-expressed (red) or diminished (blue) in diabetic treated animals and are involved in the control of several cellular pathways, either activating (arrows) or repressing (lines with a perpendicular line at the end). The final effects of the activation or inhibition of these pathways are described at the bottom of the figure. Moreover, the phosphorylations are represented as circles with a P inside, and the tungstate effects described for enhancing the phosphorylation of different key proteins are shown with a black star [9,10,25].

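On the arrays, the Wnt and BMP, TGF-beta and Notch pathways and the protein phosphatases each held few or no genes that passed the test in DT vs. DU. Of 31 genes of the Wnt and BMP pathways, Sostdc1 rose and Fzd1, a Wnt receptor, fell 1.26-fold (log2 fold change -0.33, standard error 0.07, n = 3 + 3 pools, adjusted p = 0.0343), with 2 and 1 when adjusted over the list alone. Of 21 genes of the TGF-beta pathway, Tgfb3 alone rose and none fell (1 and none when adjusted over the list alone). Of 19 genes of the Notch pathway, none passed (none when adjusted over the list alone), and Lfng, a Notch glycosyltransferase, had a log2 fold change of 0.27 (adjusted p = 0.303). The median log2 fold changes were -0.04 for Wnt and BMP (adjusted p = 0.549 from camera), -0.02 for TGF-beta (adjusted p = 0.951) and 0.10 for Notch (adjusted p = 0.0963), so that no list passed camera. Of 35 protein phosphatases, 2 rose and 1 fell (2 and 1 when adjusted over the list alone), and the list did not pass camera either (adjusted p = 0.73). By fry, a second test of gene lists, Notch genes did not pass in DT vs. DU (upward, adjusted p = 0.0575). In DU vs. HU they passed fry (downward, adjusted p = 0.0336) but not camera (median -0.07, adjusted p = 0.193). The Fzd1 call was lost without HU1, HT1, HT2 or any DU or DT array (adjusted p from 0.0528 without HT1 to 0.169 without DU2) and with the scan day as a block (0.318), and it was 0.0468 with the chip lot. Within scan day 1, DT1 and DT2 differed from DU1 by -0.32 for Fzd1, and within chip lot 3 DT3 differed from DU3 by -0.28 on the log2 scale.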

In relation to the recovery of exocrine function, we should mention the possible role of *Xbp1*. This gene plays a key role in the unfolded protein response [22], and *Xbp1 *knockout animals display abnormalities exclusively in secretory organs such as the exocrine pancreas, which lead to early postnatal lethality [23]. 

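Xbp1 had a log2 expression of 11.80 ± 0.05 in HU, 11.72 ± 0.08 in HT, 11.23 ± 0.09 in DU and 12.04 ± 0.04 in DT animals (SD, n = 3 pools). It fell 1.48-fold in DU compared to HU animals (log2 fold change -0.57, standard error 0.08, adjusted p = 0.00113), and its DT level did not differ from HU past the test (adjusted p = 0.146). Its log2 fold change in DU vs. HU with the scan day as a block was -0.75 (adjusted p = 0.297), with the chip lot the adjusted p was 0.0104, and within chip lot 1 DU1 and DU2 differed from HU3 by -0.56. Of 39 genes of the unfolded protein response and of ER chaperones, 5 fell in DU vs. HU and 1 rose (11 and 3 when adjusted over the list alone). Among those that fell were Pdia2, a protein disulfide isomerase of the exocrine pancreas (1.78-fold, adjusted p = 0.000923), and Sdf2l1, an ER chaperone partner (1.71-fold, adjusted p = 0.00176). The median of the list was -0.11 (adjusted p = 0.0738 from camera, adjusted p = 0.92 with an estimated correlation). By camera with its preset correlation the list passed without HU1 (0.0417), HU2 (0.00191), DU2 (0.0417) or DU3 (0.0448), and with the scan day (0.00507) or the chip lot (0.00501) as a block. Of 18 genes of acinar regulation and granule traffic, 3 fell in DU animals, among them Xbp1 and Sctr, and none rose (4 and 2 when adjusted over the list alone). The list did not pass camera (median -0.01, adjusted p = 0.76, and 0.92 with an estimated correlation). In DT vs. DU, Xbp1 and Sctr rose and none fell (2 and none when adjusted over the list alone), with a median of 0.03 (adjusted p = 0.127, and 0.666 with an estimated correlation). With the scan day as a block this list passed in both, with medians of -0.48 in DU vs. HU (adjusted p = 0.00413) and 0.11 in DT vs. DU (adjusted p = 0.00291, against DU1 alone, where DT3 minus DU3 within chip lot 3 was -0.02), and with the chip lot in neither (0.491 and 0.146).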

In our model, we found *Xbp1 *to be decreased in the DU animals and increased in the DT animals concomitantly to the recovery of the amylase expression, a finding that stresses the important role of this gene in the correct function of the exocrine machinery.

Several genes whose expression was modified by tungstate administration to diabetic animals may be responsible for the recovery of pancreatic function. Those genes are involved in different pathways which control a wide range of physiological functions, covering growth and differentiation to morphogenesis and angiogenesis. Therefore, it is probably the combination of tungstate effects upon all these pathways that leads to the recovery of pancreatic function. Since we performed microarrays using the total pancreas, we cannot identify the exact sites of these changes (exocrine, endocrine or ducts). Nevertheless, it seems that their modulation may contribute to the pancreatic regeneration observed in the diabetic treated animals. *Fgf13 *is one of the genes modified in the diabetic treated animals. 

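Fgf13 had a log2 expression of 7.69 ± 0.12 in HU, 7.32 ± 0.09 in HT, 7.11 ± 0.12 in DU and 8.19 ± 0.61 in DT animals (SD, n = 3 pools). It rose 2.12-fold in DT compared to DU animals (log2 fold change 1.08, standard error 0.21), and its change in DU vs. HU did not pass (-0.58, adjusted p = 0.149, and 0.019 without DT2). The rise did not pass without DU1 (adjusted p = 0.0698), DU2 (0.0768), DU3 (0.089), DT1 (0.0518) or DT3 (0.0596), or with the scan day as a block (0.94, adjusted p = 0.376). Within chip lot 3 the difference of DT3 from DU3 was 1.31. Of 17 genes of the p38 pathway and partners of Fgf13, 2 rose in DT vs. DU and none fell (2 and none when adjusted over the list alone), Fgf13 and Map2k3, a kinase that activates p38 (1.32-fold, adjusted p = 0.035), and the list did not pass camera (median 0.00, adjusted p = 0.571). The Map2k3 call was lost without HU2, HT1, HT2, DT1, DT2 or any DU array (adjusted p from 0.0561 without HU2 to 0.131 without DU3) and with the scan day as a block (0.243).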

Fgf13 binds to islet-brain 2, recruiting p38δ and increasing the activity of this kinase [24]. Interestingly, it has already been shown that tungstate increases the phosphorylation of p38 in both MIN6 beta cells [25] and islets of nSTZ-rats [9], which may lead to the improvement observed in the pancreatic beta cell population. Another modified gene was *Tspn8*, which may exert tumor-promoting activities by increasing cell motility and by inducing angiogenesis [26]. Therefore, bearing in mind that STZ damage provokes severe microcirculatory disturbances within pancreatic islets [27], we propose that an increase in the *Tspn8 *expression may improve pancreas revascularization and enhance islet function. Finally, other interesting genes are *Tgfb3, Usag-1 *and *Sel1h*. *Tgfb3 *plays a key role in complex processes including epithelial to mesenchymal transition [28], which is relatively important in pancreas regeneration [29,30]. *Usag-1 *modulates Wnt and Bone Morphogenic Protein signaling [31-33] in different ways. *Sel1h *has been implicated as a Notch inhibitor in exocrine [34] and endocrine replication [35] and modifies the expression of genes involved in cell-matrix interactions and in the cell cycle [36]. Although the exact role of these genes in pancreatic regeneration has not been investigated in detail, we hypothesize that the combined action of these multiple pathways leads to the regeneration of the pancreas observed in the DT rats.

Although many pathways are involved in tungstate action, the results clearly show that the MAPK pathway plays a key role. The array analysis showed normalization in *Rkip *expression in the DT animals. This protein binds to v-raf-1 murine leukemia viral oncogene homolog 1 (Raf-1), leading to the blockage of Mek and extracellular-signal-regulated kinase 1 (Erk) activation. It has been shown that, in the pancreas, Rkip localizes specifically in the islets and is involved in the regulation of beta cell growth. 

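Pebp1, which encodes the Raf kinase inhibitor, had a log2 expression of 10.14 ± 0.15 in HU, 10.13 ± 0.02 in HT, 10.44 ± 0.04 in DU and 9.76 ± 0.14 in DT animals (SD, n = 3 pools). It fell 1.59-fold from DU to DT animals (log2 fold change -0.67, standard error 0.09), to a level -0.37 from HU on the log2 scale that did not pass the test (adjusted p = 0.0683). In DU vs. HU its log2 fold change was 0.30 and did not pass either (adjusted p = 0.0915). The fall in DT vs. DU, with the scan day as a block, was -0.74 (adjusted p = 0.0431), against DU1 alone, and within chip lot 3 -0.58. Of 28 genes of the p42/p44 MAPK pathway, 2 rose in DT vs. DU, Dusp6 and Egr1, both transcribed in response to Erk, and 1 fell, Pebp1 (2 and 2 when adjusted over the list alone). Egr1, a transcription factor, rose 1.78-fold (adjusted p = 0.0432), a call lost without any array other than HU2 and DT1 (adjusted p from 0.0506 without HU1 to 0.198 without DU2) and with the scan day (0.454) or chip lot (0.0579) as a block. The list did not pass camera in DT vs. DU (median -0.01, adjusted p = 0.796) or in DU vs. HU (median 0.06, adjusted p = 0.369), where 1 gene rose and none fell (3 and 1 when adjusted over the list alone).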

When this gene is up-regulated, as in the case of the DU animals, it acts as a brake on the MAPK signaling and beta cell proliferation [18]. The normalization of *Rkip *in the DT rats would permit the unblocking of the MAPK signaling and thus allowing the proliferative signals through this pathway. In the liver, it has been shown that tungstate enhances glycogen synthesis through MAPK activation [10]. Here we demonstrate that tungstate activates MAPK both directly and indirectly and is crucial for the tungstate-induced increase observed in beta cell replication. On the one hand, tungstate enhances MAPK phosphorylation; on the other, it normalizes *Rkip *expression which also leads to an increase in the MAPK pathway tone. The combination of these two mechanisms is the cause of the increased beta cell proliferation observed in our study.

## Conclusion

In summary, tungstate is able to increase beta cell mass and recovers the exocrine and partially endocrine function in STZ-rats. These improvements in pancreatic function require the combined action of several pathways, such as Wnt, TGF-b, Notch and MAPK. The last of these is clearly involved in the increase in beta cell mass. This study identifies several proteins that may play a key role in the improvement of pancreatic plasticity. Further studies will help us to identify their precise role in the pancreas.

## Methods

### Animals, induction of diabetes and tungstate treatment

Principles of laboratory animal care were followed (European and local government guidelines) and protocols were approved by the Animal Research Committee of the University of Barcelona. Diabetes induction and tungstate treatment have been described previously [8]. Diabetes was induced in adult male Wistar rats (225 g) obtained from Charles River (Wilmington, MA, USA) by an intraperitoneal STZ (Sigma, St Louis, MO, USA) injection (70 mg/Kg). At the beginning of the experiment, both diabetic and healthy animals were randomly divided into two groups. For 5 weeks, treated rats received *ad libitum *a solution of 2 mg/ml sodium tungstate (Carlo Erba, Rodano, Italy) in deionized water; whereas the untreated rats received deionized water alone (daily sodium tungstate intake: healthy 71 mg, diabetic 110 mg). Therefore, the study had 4 experimental groups (healthy untreated [HU], healthy treated [HT], diabetic untreated [DU] and diabetic treated [DT]). Glycemia was measured every 5 days. At the end of the experiment, blood was collected, and serum was obtained. For islet studies, islets were isolated by collagenase digestion, as previously described [9].

### Phloridzin administration

In an additional group of animals, diabetes was induced by STZ injection, as described in the previous section. Once the hyperglycemia was confirmed, these diabetic animals were subdivided into two groups, one group (control) which received the vehicle used to dissolve phloridzin; and the other group (treated) which received phloridzin as previously described [37]: phloridzin (Sigma) was dissolved (40%) in propylene glycol (Sigma) and injected intraperitoneally every 8 h during 1 week at a dose of 2 g/Kg body weight per day. Phloridzin treated rats also underwent a caloric restriction of 0.1 g chow diet/Kg body weight per day.

### Insulinemia and amylasemia

Insulinemia was measured by radioimmunoassay (CIS, Gif-sur-Yvette, France), and amylasemia was determined in an Advia Analyzer 2400 (Siemens Medical Solutions Diagnostics, Munich, Germany)

### Immunohistochemical studies and beta cell analysis

The whole pancreas was removed, fixed and embedded in paraffin. Serial sections of pancreas (5 μm) were obtained from three different levels. Beta cells were located using a modified avidin-biotin-peroxidase method [38]. The morphometric analysis was performed using OPTIMAS™ (Bioscan Incorporated, Edmonds, WA, USA) software. We also stained for pancreatic duodenal homeobox-1 (Pdx-1) (kindly provided by Dr. C. Wright), quantifying the percentage of Pdx-1-labeled cells within the islet cells (not less than 1000 cells were counted).

### Cell replication rates

Sequential-dual staining for proliferating cell nuclear antigen (PCNA) (Sigma) and insulin (Dako, Glostrup, Denmark) was performed. Replication rate was quantified and expressed as the percentage of PCNA-labeled cells among the total beta cells counted (not less than 3000 each). Immunohistochemical stainings have been validated in previous studies [39,40].

### Apoptotic rate

To identify apoptotic bodies, we used the propidium iodide technique [1]. Deparaffinized and rehydrated sections were incubated for 30 minutes in a solution of propidium iodide (4 μg/ml, Sigma) and RNAse A (100 μg/ml, Sigma). For the quantitative evaluation, positively labeled apoptotic endocrine cells were counted, and the number of apoptotic cells was expressed as the percentage of the total number of beta cells counted.

### RNA isolation

RNA was isolated from fresh total pancreas using the RNAgents Total RNA Isolation System (Promega, Madison, WI, USA). Islet RNA was isolated with the RNeasy Mini Kit (Qiagen, Venlo, The Netherlands). RNA integrity was analyzed using a Lab-on-a-chip in a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA).

### Microarrays

Total RNA from 3 rat pancreases of the same experimental group was pooled in equal proportions and hybridized to a Rat GeneChip RAE230-A (Affymetrix, Santa Clara, CA, USA). In total, 12 microarrays were hybridized using 3 different pools of each experimental group. The data were deposited in NCBIs Gene Expression Omnibus with the accession number GDS1883. Several quality controls were performed, as described previously [41] [see Additional file 5, 6, 7 and 8], and analyzed, as described in Additional file 9, using Affy [42,43], AffyPLM [44] and LIMMA [45] packages from Bioconductor [46] on R language [47,48] and dChip software [49].

Values for clustering were obtained after standardizing the gene values: the mean value of each gene was subtracted from the value of this gene in each array and was divided by the standard deviation of this gene in all the arrays. Clustering was performed with a distance metric of 1 – correlation, centroid linkage method and gene ordering by cluster tightness

### Real Time PCR

Total RNA was retrotranscripted with SuperscriptIII (Invitrogen, Carlsbad, CA, USA). Real Time PCR was carried out in a 7900 HT Real Time System (Applied Biosystems, Foster City, CA, USA) using SYBR Green fluorophor. The primers used are described in Additional file 10. A standard curve of each primer set was generated from serial dilutions of cDNA. The PCR products were verified by way of dissociation curve analysis using SDS software (Applied Biosystems). Expression levels obtained were normalized with a housekeeping gene (TATA box binding protein) and were scaled to the mean of the values of the same gene found in the healthy untreated animal.

### Western Blot

Western blotting was performed as described previously [9], using a specific antibody against phospho-p42-p44 *MAPK *(Thr202/Tyr204; Cell signaling, Danvers, MA, USA). Membranes were then stripped and incubated with anti-p42-p44 MAPK (Cell signaling). Intensity values were obtained with Image Gauge 4.0 software (Fujifilm, Valhalla, NY, USA). These values were divided by the value obtained at time 0, in order to normalize the data and permit comparisons among experiments performed on different days. Finally, data was log 2 transformed in order to obtain additive normally distributed noise and to stabilize variance [50].

### Cell proliferation

INS-1E cells (kindly provided by Dr P. Maechler) were maintained as described elsewhere [51]. For serum proliferation studies, two days after seeding, the medium was substituted by a medium containing RPMI1640 (Biosera, Ringmer, UK), BSA 0.1%, glucose 5 mmol/l and sodium tungstate at 100 μmol/l (Carlo Erba) or 10% of the serum from the animals. 24 hours later, hydroxyurea 12.5 mmol/l (Sigma) was added to the medium. 24 hours later, the medium was removed, and wells were cleaned with DPBS (Sigma). A medium with the initial composition supplemented with methyl-3H-Thymidine 1 μCi (initial specific activity 74 GBq/mmol) (GE Healthcare, Fairfield, CT, USA) was added to each well for 4 hours. Plates were then frozen and defrosted, cells were harvested with a Cell Harvester, and cpm was measured with a 1205 BetaPlate liquid scintillation counter (Perkin Elmer, Waltham, MA, USA).

### Phosphorylation studies

Two days after seeding INS-1E cells, in order to decrease basal phosphorylation levels, the medium was substituted by RPMI1640 without any supplement. Eight hours later, the medium was substituted by RPMI1640 complemented with 10% of the serum from animals of the different experimental groups or sodium tungstate (100 μmol/l). After 0, 5, 15, 30 and 60 minutes, the plates were rinsed with DPBS and frozen.

### Statistical analysis

Quantitative data are expressed as means ± SEM. The statistical significance was determined by Student's *t*-test (when only two groups were analyzed: glycaemia of the phloridizin treated animals, Real-time PCR values of the phloridizin treated animals and tungstate treated cells replication) and ANOVA (when more than two groups were analyzed: the rest), with a Tukey's Post-Hoc test used to find the groups responsible for the statistical significance.

## Authors' contributions

JA carried out the animal studies, the microarray and statistical analysis, the cellular treatments, the Real Time PCR and Western Blot experiments, and drafted the manuscript; HDZ, BN and JJG performed the pancreatic morphometrical studies; SP participated in the cellular treatments and Western Blot analysis; AS carried out the biostatistical analysis of the microarrays; AB helped in the animal treatments, AB and RG conceived the study and participated in its design and coordination; and JJG, AS, AB and RG helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Differentially expressed genes in diabetic rats**. 282 genes differentially expressed due to diabetes and grouped according to their function. Click here for file

Additional file 2 **Differentially expressed genes in diabetic treated rats**. 88 genes differentially expressed in diabetic treated animals and grouped according to their function. Click here for file

Additional file 3 **Description of the specific pancreatic genes differentially expressed due to the treatment in diabetic animals**. 28 genes differentially expressed in diabetic treated animals alone with detailed information. These genes were selected from the list of differentially expressed genes in diabetic treated rats [see Additional file 2]. The selection criteria, in order to select those genes only significantly different in the treated diabetic animals, were that they were not present in the list of differentially expressed genes found in diabetic rats and that they presented a fold change higher than 1.25 or lower than -1.25 in the DT group, with respect to the HU group. The microarray expression values of these genes were represented using dChip. Its description includes its name, gene symbol and fold change compared to other experimental groups. 

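Genes specific to DT animals are by definition not selected in DU vs. HU. Dusp6 had a log2 fold change of -0.14 in DU vs. HU (standard error 0.28, n = 3 + 3 pools, adjusted p = 0.811), Clu -0.34 (adjusted p = 0.584), Herc4 -0.71 (adjusted p = 0.249) and Sat1 0.00 (adjusted p = 0.984). The median change of the 58 probe sets was 1.14-fold in DU vs. HU, with a maximum of 1.64-fold, 1.71-fold in DT vs. DU and 1.48-fold in DT vs. HU. In DU vs. HU, 43 of the 58 changed less than 1.25-fold, 19 had an unadjusted p under 0.05 and 2 an adjusted p under 0.05. For 41 of them the signs in DU vs. HU and DT vs. DU were opposite, a tendency that the shared DU arrays alone give. With the scan day as a block, the log2 fold change in DU vs. HU was 1.52 for Dusp6 (adjusted p = 0.0272), 0.98 for Clu (0.409) and -1.49 for Herc4 (0.144), and within chip lot 1 DU1 and DU2 differed from HU3 by -0.24, -0.40 and -0.67.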

The fold change between untreated healthy and untreated diabetic rats is reported in order to show that the differences in the gene's expression between the two groups are minimal. The identification of the genes differentially expressed was performed as described in Additional file 9. Click here for file

Additional file 4 **Genes selected for checking**. From the list of all the genes modified by tungstate in the diabetic animals we chose a selection of genes whose function would help us to explain the effects observed in the pancreas of the tungstate-treated diabetic animals. Here we describe why we selected these genes. Click here for file

Additional file 5 **Affymetrix quality controls of the microarrays**. Microarray quality controls according to the supplier. Click here for file

Additional file 6 **Statistical quality controls of the microarrays**. Microarray quality controls using different packages from Bioconductor. Click here for file

Additional file 7 **Raw and normalized data behaviour**. Figures described in the additional file 6. Histograms and boxplots of the raw data (A and B) and the background adjusted, normalized and summarized data by RMA (C and D). Click here for file

Additional file 8 **AffyPLM assessment quality control**. Figures described in the additional file 6. Boxplots of the normalized unscaled standard errors (NUSE boxplot, A) and boxplots of the distribution of the relative logarithmic expressions (RLE boxplot, B and C [magnificated]). Click here for file

Additional file 9 **Microarray analysis**. Explanation of the microarray analysis to obtain the differential expressed genes from each experimental group. Click here for file

Additional file 10 **Primers used in the Real Time PCR**. Description of the primers used in the Real Time PCR. Click here for file

# Supplementary material for: Molecular mechanisms of tungstate-induced pancreatic plasticity: a transcriptomics approach
**Source:** BMC Genomics. 2009 Aug 28;10:406. doi: 10.1186/1471-2164-10-406
**Supplement:** Additional file 9 — Microarray analysis. Explanation of the microarray analysis to obtain the differential expressed genes from each experimental group.

## **Microarray analysis**

Background adjustment, normalization and data summarization were performed by evaluation of .cel files by Robust Multi-array Analysis (RMA) [1] using the Affy package [2]. Processed data was analyzed with the LIMMA package [3]. The selection of differentially expressed genes between conditions was based on a linear model  $Y_{ijk} = \mu_g + \text{Treatment}_{ig} + \text{Diabetes}_{jg} + (\text{Diabetes and Treatment})_{ijg} + \varepsilon_{ijk}$  with empirical Bayes moderation of the variance estimates following the methodology developed by Smyth [3]. The method extends traditional linear model analysis using empirical Bayes methods to combine information from the whole array and every individual gene in order to obtain improved error estimates. This method also provides the "B-statistic" which is defined as the logarithm of the posterior odds that a gene is differentially expressed vs that it is not. This statistic has been used to select genes by calling differentially expressed those genes whose B-value is greater than zero, that is, those genes where it is more likely that they are differentially expressed than they are not. 

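At a B-statistic above 0, the largest adjusted p was 0.0245 in DU vs. HU, where C8h15orf39, a gene that rose 7.54-fold (log2 fold change 2.91, standard error 0.38, n = 3 + 3 pools, adjusted p = 0.000923), and Acadl, an enzyme of fatty acid oxidation that rose 3.05-fold (adjusted p = 1.24e-06), were both selected. Gosr1, a protein of Golgi traffic, fell 4.16-fold (adjusted p = 0.0312) and was not selected, and its adjusted p rose to between 0.0639 without HU2 and 0.108 without HU1 on leaving out any HU or DU array. At an adjusted p under 0.05, 507 probe sets of 418 genes differed in DU vs. HU (233 higher, 274 lower), 177 in DT vs. DU (104 higher, 73 lower) and 209 in DT vs. HU (120 higher, 89 lower). With the scan day as a block these counts were 34, 200 and 3, and with the chip lot 236, 203 and 74. Of the 507, 490 kept their sign with the scan day as a block (96.6%, where simulated unchanged groups gave a mean of 86.3% and at most 89.5%), and 218 had an unadjusted p under 0.05. The standard error in DU vs. HU rose by a median factor of 2.38 with this block, which left 3 residual degrees of freedom. The count in DU vs. HU was 257 without HU1, 296 without HU2, 328 without HU3, 214 without DU1 and 251 without DU2. In DT vs. DU it was 104 without DU1, and in DT vs. HU it was 73 without HU1, 75 without HU2, 75 without HU3, 135 without DU1, 126 without DU2 and 89 without DT1.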

With the differentially expressed genes, the genes and the samples were clustered and represented in a heat diagram with the dChip software [4].

1. Irizarry RA, Hobbs B, Collin F, Beazer-Barclay YD, Antonellis KJ, Scherf U, *et al.* Exploration, normalization, and summaries of high density oligonucleotide array probe level data. *Biostatistics* 2003; **4**: 249-64.
2. Gautier L, Cope L, Bolstad BM, Irizarry RA. affy--analysis of Affymetrix GeneChip data at the probe level. *Bioinformatics* 2004; **20**: 307-15.
3. Smyth, G. K. Linear models and empirical Bayes methods for assessing differential expression in microarray experiments. *Statistical Applications in Genetics and Molecular Biology* 2004; **3**, No. 1, Article 3;
4. Li C, Wong WH. Model-based analysis of oligonucleotide arrays: expression index computation and outlier detection. *Proc Natl Acad Sci USA*. 2001; **98**: 31-6. [<http://www.dchip.org>]

# Supplementary material for: Molecular mechanisms of tungstate-induced pancreatic plasticity: a transcriptomics approach
**Source:** BMC Genomics. 2009 Aug 28;10:406. doi: 10.1186/1471-2164-10-406
**Supplement:** Additional file 10 — Primers used in the Real Time PCR. Description of the primers used in the Real Time PCR.

# Primers used in the Real Time PCR.

*Tbp* (NM\_001004198)

Forward: tgcacaggagccaagagtga

Reverse: agcccagcttctgcacaact

*Tgfb3* (NM\_013174)

Forward: caggcccttgcccttacc

Reverse: tcagggtgtgtatagtccaagca

*Fgf13* (NM\_053428)

Forward: tctcccgatccggaagtg

Reverse: ggattgcctccattcagtacac

*Xbp1* (NM\_001004210)

Forward: tcctgggaggacacttttgc

Reverse: tggtaggtggctttagacact

*Usag-1* (NM\_153737)

Forward: agcccgggtggcatttc

Reverse: gctggcattccactccaaga

*Tspan8* (NM\_133526)

Forward: tgcagttgggtccatcatca

Reverse: agcatgcagcgactttctttc

*Sel1h* (NM\_177933)

Forward: ttgatgtagggtctctggatggt

Reverse: tctaagcagcttctgggattcaac

*Rkip* (NM\_017236)

Forward: acttctggtggtcaacatgaa

Reverse: tccggagcccacgtattc

*Insulin2* (NM\_019130)

Forward: ttgtggttctcacttggtggaa

Reverse: cacttggtggtcctccacttc

*Amylase* (NM\_031502)

Forward: cattttccaagaggtcattgatctt

Reverse: tcacgcgccatttcc

*Nupr1* (NM\_053611)

Forward: gcctggcgctgagacaga

Reverse: ccaaggtcctgtatccattgct

How the deposited data were processed for this re-analysis (not part of the article)

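RNA of whole rat pancreas was measured on 12 Affymetrix RAE230-A arrays, 3 in each of the groups HU, HT, DU and DT, and each array held a pool of 3 rats. The authors made the deposited values from the scanned images by RMA in the affy package of Bioconductor, that is by background adjustment, quantile normalization and summary per probe set, and the values are log2 intensities, used without a further transformation. The version of that package is not given in the sources used here. The number of arrays limits the precision, and arrays have no read depth. The scan day and chip lot of each array were taken from the deposited records of the arrays and coded as scans 1 to 6 and lots 1 to 3.

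A model with a mean for each of the 4 groups was fitted to the 15866 probe sets that are not controls, with limma 3.58.1 in R 4.3.3. The contrasts were DU vs. HU, DT vs. DU, DT vs. HU, HT vs. HU and the interaction, DT vs. DU minus HT vs. HU. The standard errors and p-values were those of limma's moderated test, adjusted by the Benjamini-Hochberg method within each contrast. A probe set was called selected at a B-statistic above 0 with a prior proportion of 0.01, and classes followed Additional file 3, with its threshold of 1.25-fold. Restored probe sets were those selected in DU vs. HU and in DT vs. DU with opposite signs. Gene lists were tested by camera with a preset correlation of 0.01 and with an estimated correlation, and by fry, over 35 lists and 4 contrasts. The list calls in the text are those of camera, and some differed by fry. In DT vs. DU its adjusted p was 0.306 for matrix, 0.793 for leukocyte and 0.951, upward, for pancreatic injury and regeneration genes. In the same comparison it was 0.0575 for the unfolded protein response and 0.118 for beta cell genes. For amino acid metabolism it was 0.170, and for fatty acid and triglyceride synthesis 0.175. Acinar digestive enzymes passed fry there (0.0310) but not camera (0.148). Notch pathway genes passed fry in DU vs. HU (0.0336, downward) but not camera (0.193). Fatty acid oxidation and ketogenesis passed both tests in DU vs. HU and DT vs. DU (2.36e-05 by fry in each). Beta cell and pan-endocrine genes passed both in DU vs. HU and DT vs. HU. The other list calls of camera without a block in the 4 contrasts did not pass fry. Each gene entered a list once, and lists needed 4 measured genes. Arrays were clustered with centroid linkage on 1 minus the correlation. The fits were tested on simulated arrays of the same design.

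The genes named are, by a rule set before the data were examined, the 10 with the largest rise and the 10 with the largest fall in each of the 4 comparisons, among probe sets with an adjusted p under 0.05, arrays that do not overlap and exactly 1 gene symbol, then every gene the paper names, and up to 4 genes of each list with the smallest adjusted p. The contrasts, criteria, lists and alternatives were also set before the data were examined, and the values in the paper's text and Figure 3a had been seen by then. The alternatives were quantile normalization, median centring, leaving out dim probe sets, fitting only the 6 arrays compared, limma with trend and robust, the scan day, chip lot or replicate number as a block, a prior proportion of 0.05, an adjusted p under 0.05 as the criterion, other definitions of the classes, other linkage and probe sets for the clusters, and leaving out each array in turn. Quantitative PCR, histology, Western blots and cell culture were not analysed here. Probe sets without a gene symbol were counted but not named.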

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

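The tests of scan day, chip lot, cell types and islet tissue and their bounds were chosen after the results were seen, and the tests on other splits of the arrays were chosen before. The groups hold 3 arrays each, so no single array was tested as an outlier.

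No scan day held both a DU and an HU array, and 507 probe sets differed between these groups at an adjusted p under 0.05. The counts argue against the chip lots as the whole cause, since 198 of the 507 stayed at an adjusted p under 0.05 with the same sign when the chip lot was a block. With the scan day as a block 26 stayed, where 25 or fewer were the bound for the scan day as the whole cause, so this explanation is too close to its bound to be excluded. The folds stayed about as large, with a median ratio of 0.868 to those without the block and the same sign in 490 of the 507 (96.6%, where simulated unchanged groups gave at most 89.5%), and the calls ended as the standard error rose by a median factor of 2.38, so the lost calls are not evidence for the scan day. DU and HU arrays are linked in that model only through DU1, the DT and HT arrays and HU3, with 3 residual degrees of freedom, which keeps the scan day open.

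Genes of stellate cells, fibroblasts and matrix and genes of leukocytes were lower in DT1 and DT2 than in DU1 and DU2, all of chip lot 1 (median log2 difference -0.50 over 55 genes, 48 of them below 0), with medians in DT vs. DU of -0.31 for matrix genes (adjusted p = 1.11e-05 from camera, adjusted p = 0.6 with an estimated correlation, and -0.20 without DT1) and -0.17 for leukocyte genes (adjusted p = 0.00455, adjusted p = 0.92 with an estimated correlation, lost without DU1, DT1 or DT2, at 0.144, 0.751 and 0.111, and with medians of -0.30 without DU3 and -0.35 without DT3). More acinar RNA would dilute duct and endothelial genes as well, but the median of these 24 genes lay 0.47 above that of the matrix and leukocyte genes (standard error 0.11 from resampling genes), which argues against it. The scan day stays open: within scan day 1, DT1 and DT2 differed from DU1 by -0.51 in matrix and -0.55 in leukocyte genes, but this rests on 1 DU array. An effect of tungstate also stays open, since within chip lot 3 the difference of DT3 from DU3 was 0.28, with 1 array on each side.

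Ins2 was higher in DT3 than in DT1 and DT2. Healthy pancreas mixed into DT3 would leave each islet hormone between the other DT arrays and the HU arrays, but 4 of the 4 other islet hormones (Sst, Ppy, Gcg and Pyy, at 10.10, 10.15, 9.32 and 8.06 in DT3) were above DT1, DT2 and every HU array, whose highest values were 8.92, 9.72, 8.65 and 7.49, which argues against it. HT3 shared the scan day and chip lot of DT3. In HT3 the 11 islet genes lower in DU had a median of -0.23 (standard error 0.11 over genes) relative to HT1 and HT2. In DT3 it was 0.78 relative to DT1 and DT2. This goes against the scan day and chip lot, but it does not exclude them. It rests on 1 HT pool, and a standard error over genes does not measure the spread between pools. A candidate explanation is more islet tissue in this pool, since 86.7% of the islet hormone and islet genes (13 of 15) were higher in DT3 than in DT1 and DT2. These 15 include Ins2 and the 4 hormones above, so the share partly restates what was seen. The rise was also not particular to islet genes. Leukocyte genes had a mean deviation from all arrays of 0.28 in DT3, -0.56 in DT1 and -0.31 in DT2. Matrix genes had 0.07, -0.44 and -0.32, and endothelial genes 0.06, -0.21 and -0.12, whereas duct cell genes (0.03) were not above DT1 (0.04). Whether the pool held more islets by chance of dissection or through more regrowth in its animals was not tested.

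Every comparison of 3 arrays with 3 allows 10 splits, too few for a share under 0.05. At a B-statistic above 0, the real split gave 288 probe sets in DU vs. HU (5 in the highest other split), 167 in DT vs. DU (36), 188 in DT vs. HU (52) and 0 in HT vs. HU (0, so that all 10 splits were equal). At an adjusted p under 0.05, it gave 507 (0), 177 (2), 209 (0) and 1 (0). Over 100 splits that exchange DT with DU arrays and HT with HU arrays, 2 gave as many probe sets as the 67 of the interaction, the real split included (67 in the highest other split, which only swaps the HT and HU groups), and over 100 splits of the HU, DU and DT arrays 1 gave 83 or more restored probe sets (78 in the highest other split), so chance can be excluded for these counts at a share under 0.05, where such splits test against groups that do not differ at all. Of the latter kind of splits, 4 in 100 gave 58 or more probe sets specific to DT animals, a share too close to 0.05 to exclude chance with 100 splits drawn, and the highest other count was 125, with the HU and DT groups exchanged. Over 100 splits of all 12 arrays, 43 gave 22 or more gene lists past camera (46 in the highest other split), so chance cannot be excluded for the number of lists.

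The effect of tungstate differed between diabetic and healthy animals for 67 probe sets by the interaction in limma, DT vs. DU minus HT vs. HU. Among the genes in the text it was positive, on the log2 scale, at 5.15 for Amy2a3 (adjusted p = 0.00107), 4.95 for Tff2 (adjusted p = 3.71e-09), 4.58 for Amy1 (adjusted p = 2.01e-05), 2.97 for Herc4 (adjusted p = 0.012), 1.62 for Mug1 (adjusted p = 0.0259), 1.62 for C2cd4b (adjusted p = 0.039), 1.55 for Tspan8 (adjusted p = 0.0011) and 1.40 for Anpep (adjusted p = 0.00245). Smaller positive values were 1.37 for Sat1 (adjusted p = 0.000435), 1.10 for Sostdc1 (adjusted p = 0.0149), 1.09 for Sel1l (adjusted p = 0.0041), 1.03 for Gstp1 (adjusted p = 0.0186), 1.02 for Tgfb3 (adjusted p = 0.021), 0.88 for Sdf2l1 (adjusted p = 0.0305), 0.88 for Xbp1 (adjusted p = 0.0017) and 0.77 for Cuzd1 (adjusted p = 0.00175). It was negative at -0.67 for Pebp1 (adjusted p = 0.0427), -0.71 for Hadhb (adjusted p = 0.0305), -1.24 for Acadl (adjusted p = 0.00107), -1.35 for Fbp2 (adjusted p = 0.0018), -1.56 for Ech1 (adjusted p = 0.0133) and -1.56 for Impa2 (adjusted p = 0.00901). Larger negative values were -1.75 for Angptl4 (adjusted p = 0.000643), -2.16 for Cbr1 (adjusted p = 6.82e-05), -2.21 for Txnip (adjusted p = 0.00142), -2.27 for Decr1 (adjusted p = 0.000113), -2.56 for Ppcdc (adjusted p = 1.13e-06) and -4.58 for Tdh (adjusted p = 6.65e-05). Leaving out 1 array ended the call for Mug1 without HU1, HT1, HT2, HT3, DU1, DU2 or DT2 (adjusted p from 0.0518 without HT2 to 0.095 without HU1), for C2cd4b without HU1, HU2, HT1, HT2, HT3, DU1, DU2 or DU3 (adjusted p from 0.0676 without HT1 to 0.139 without HU1), for Sostdc1 without HU1, HT1, DU1 or DU2 (adjusted p from 0.0512 without DU2 to 0.0577 without HT1), for Gstp1 without HU1, HU3, HT1, HT2 or DU2 (adjusted p from 0.0533 without HU3 to 0.061 without HT2), for Tgfb3 without HU1, HU2, HU3, HT1, HT2, DU1 or DU2 (adjusted p from 0.0575 without HU1 to 0.0694 without HT2), for Sdf2l1 without HU1, HU2, HU3, HT2, HT3, DU1, DU3, DT1, DT2 or DT3 (adjusted p from 0.0509 without DT3 to 0.0997 without HT2), for Pebp1 without HU1, HU2, HT1, HT2, HT3, DU1, DU2, DU3 or DT2 (adjusted p from 0.0797 without DU3 to 0.133 without HU1), for Hadhb without HU1, HU2, HT1, HT2, DU1, DU2, DU3, DT2 or DT3 (adjusted p from 0.0509 without DT3 to 0.119 without HU1), and for Ech1 without HU1 (adjusted p = 0.0575). The interaction in Mug1 rests on its fall in HT vs. HU (log2 fold change -1.69, adjusted p = 0.0181, against -0.07 in DT vs. DU, adjusted p = 0.961), a signal between groups that the paper reports as alike. The Mug1 levels in DU and DT animals, 4.13 ± 0.15 and 4.07 ± 0.10, are near the lowest probe sets of these arrays (3.45 to 3.48), where a further fall cannot be seen.

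By camera with its preset correlation, the interaction shifted 7 gene lists, and with an estimated correlation only fatty acid oxidation and ketogenesis of these passed. The median log2 values, with the adjusted p at the preset and at the estimated correlation, were -0.31 for fatty acid oxidation and ketogenesis (adjusted p = 2.67e-11, and 0.00732), -0.24 for stellate cell, fibroblast and matrix genes (adjusted p = 0.0179, and 0.799), -0.23 for leukocyte genes (adjusted p = 0.015, and 0.799), 0.23 for the unfolded protein response and ER chaperones (adjusted p = 1.54e-08, and 0.705), 0.18 for aminoacyl-tRNA synthetases (adjusted p = 0.0167, and 0.799), 0.17 for amino acid metabolism (adjusted p = 0.015, and 0.726) and 0.12 for mitochondrial electron transport and ATP synthase (adjusted p = 0.0171, and 0.85).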

How the results depend on the processing

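The log2 values were deposited by the authors, so no pseudocount applied, and signal over background limits what dim probe sets can show. 2 alternatives were chosen after the values were seen: the interaction as the treatment list, and leaving out the 3 arrays of chip lot 3. With the scan day as a block, probe sets selected at a B-statistic above 0 numbered 72 in DU vs. HU, 28 in DT vs. HU and 6 in HT vs. HU, those at an adjusted p under 0.05 numbered 34, 3 and 0, the interaction gave 37, and 51 were restored, where this block left 3 residual degrees of freedom. With the chip lot as a block 112 were selected in DT vs. HU, and 236, 74 and 0 passed the adjusted p in DU vs. HU, DT vs. HU and HT vs. HU. At a prior proportion of 0.05, 736, 354, 536 and 2 were selected in DU vs. HU, DT vs. DU, DT vs. HU and HT vs. HU, 159 were restored and 98 specific to DT animals, and by an adjusted p under 0.05 in place of the B-statistic 507 were selected in DU vs. HU and 1 in HT vs. HU. With only the 6 arrays compared, 88, 45 and 0 passed the adjusted p in DT vs. DU, DT vs. HU and HT vs. HU, as fewer arrays estimate the spread. The probe set of HT vs. HU was 0 with the replicate number as a block, without dim probe sets, with trend and robust and without chip lot 3, and 2 with quantile normalization. Without the arrays of chip lot 3, 285 were selected in DT vs. HU, 268 and 436 passed the adjusted p in DT vs. DU and DT vs. HU, and 102 were specific to DT animals. Taken as selected in DU vs. HU and not in DT vs. HU, 225 were restored, and taken as selected in DT vs. DU and DT vs. HU with the same sign but not in DU vs. HU, 34 were specific. With the interaction as the treatment list, 92 were selected, 55 restored and 28 specific. Clustering on all probe sets placed 2 of 12 arrays in clusters of their own class, and 5 with average linkage. With an estimated correlation 2 of 22 list shifts passed. Leaving out 1 array gave 194 to 331 selected in DU vs. HU, 120 to 191 in DT vs. DU, 116 to 232 in DT vs. HU and 0 in HT vs. HU, and at an adjusted p under 0.05 gave 214 to 654, 104 to 224, 73 to 306 and 0 to 2, with 32 to 89 for the interaction, 65 to 84 restored and 42 to 88 specific. Reversed with the scan day as a block were Cpe (0.029, adjusted p = 0.988), Dusp6 (1.52, adjusted p = 0.0272) and Scd (0.15) in DU vs. HU and the medians of matrix genes in DU vs. HU (0.46, adjusted p = 3.49e-06), mitochondrial genes in DT vs. HU (-0.13) and leukocyte genes in HT vs. HU (-0.18), and for amino acid metabolism in DT vs. HU the direction of camera reversed while the median fell from 0.22 to 0.029 and stayed above 0. The medians of other lists that passed with or without a block also changed sign: in DU vs. HU with the scan day, stress response targets (-0.03), other islet hormones (0.14) and intestinal genes (-0.40), in DT vs. HU matrix genes with the scan day (0.02) and mitochondrial genes with the chip lot (-0.01), and leukocyte genes in DT vs. HU came to 0.14 with the scan day and passed only with the chip lot (-0.25, adjusted p = 0.0144). In DU vs. HU, leukocyte genes, at 0.03 without a block, passed with the scan day as a block, at a median of 0.64, as did erythroid (-0.57), hepatocyte (-0.25) and Wnt and BMP genes (0.10). That block adds DT3 and subtracts DT1 and DT2. Mean deviations from all arrays in DT1, DT2 and DT3 were -0.56, -0.31 and 0.28 for leukocyte genes. For matrix genes they were -0.44, -0.32 and 0.07, so differences between DT arrays enter both medians. Within chip lot 1, DU1 and DU2 minus HU3 gave -0.10 for each list, so no rise in DU animals is read from the block. Erythroid genes also passed with the chip lot in DU vs. HU (-0.43, adjusted p = 0.0112). In DT vs. HU they passed with the scan day (-0.61, adjusted p = 0.00299) and the chip lot (-0.42, adjusted p = 0.0224). Other islet hormones passed in DT vs. HU with the scan day, at a median of 0.39, but DT3 is the only DT array in that value. Their mean deviation from all arrays was 0.40 in DT3 but -0.05 in DT1 and -0.26 in DT2, so the DT arrays did not share a rise. With the scan day as a block, the few arrays that set each value by construction also enter these changes. Beyond that, the loss of degrees of freedom or arrays and the looser criteria, the cause of these changes was not tested. Of 194 calls of named genes, 142 kept their direction and call with the chip lot and 67 with the scan day as a block, and 125 kept only the direction with the scan day. With the replicate number as a block, 311, 164 and 204 were selected in DU vs. HU, DT vs. DU and DT vs. HU, but these numbers do not pair the arrays, since 5 of 18 pairs of the same number correlated above 0.1 after the group means were removed and for 6 of 12 arrays the best match outside the group had the same number.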

Differences from the paper's values

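The paper reports 88 genes from the arrays of DT animals, and the sources used here do not settle which contrast gave them or whether genes or probe sets were counted. In DT vs. DU, 167 probe sets of 146 genes were selected here at the B-statistic criterion the paper states. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's when dim probe sets were left out (131), with only the 6 arrays compared (124) and without DU1 (120), and not with the others. With the interaction as the treatment list, chosen after seeing the values, it was 92, and none of the 7 genes the paper chose from this list was dropped.

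The paper gives 28 genes specific to DT animals, and 58 probe sets met its criteria here. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's without DU1 (42), without DU2 (42) and when the probe sets had to be selected in DT vs. DU and DT vs. HU with the same sign (34), and not with the others. With the interaction as the treatment list, chosen after seeing the values, it was 28.

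For amylase, the paper reports a 45.98-fold rise in DT vs. DU animals by quantitative PCR (SEM 10.97), and the array gave 15.7-fold for Amy1 (SD 0.497 over the DT arrays), outside 1.5 times the paper's value under every alternative run, whereas Amy2a3, at 32.2-fold (SD 5.21), was within 1.5 times the paper's value, but not with the scan day as a block (22.3-fold), without DU2 (19.2-fold) or without DT1 (29.8-fold). A probe set annotated to both Amy2a3 and Amy1, added after its values were seen, gave 10.2-fold (SD 1.01), and 7.31-fold to 12.4-fold with the scan day or the chip lot as a block and without each array in turn, none within 1.5 times the paper's value. Amy1 in DU animals lay at 4.42 ± 0.02 on the log2 scale, near the lowest probe set of the DU arrays (3.47), so its fold over DU is read as a lower bound, which does not show a difference from the paper's value. The transcript that Additional file 10 gives for the amylase primers is the one annotated to the Amy2a3 probe set. For Sel1l, the paper reports 4.21-fold by quantitative PCR (SEM 0.31), and the array gave 2.24-fold (SD 0.205), which differed under every alternative run. For insulin 2, the paper reports 4.49-fold by quantitative PCR (SEM 1.10), and the array gave 2.74-fold for Ins2, which differed by less than the SD over the DT arrays (2.12) but not with the scan day as a block (1.66-fold), without DT3 (1.92-fold) or, in an alternative chosen after seeing the values, without the arrays of chip lot 3 (1.69-fold). These are different assays.

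The paper states that HU and HT animals did not differ in their expression pattern, and 0 probe sets were selected here at a B-statistic above 0 (859 had an unadjusted p under 0.05 from limma), but Mug1 passed the adjusted p (-1.69 on the log2 scale, adjusted p = 0.0181). The paper states from quantitative PCR that Rkip was raised in DU animals, and on the array Pebp1 was 0.30 higher in DU than in HU animals without passing the test (adjusted p = 0.0915), whereas its fall in DT vs. DU passed (adjusted p = 0.0015).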

Other observations

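All values here belong to comparisons set before the data were examined, and no tests were chosen after the results were seen. Medians with a block are given with their adjusted p in parentheses. Targets of the integrated stress response were shifted upward in both diabetic groups when the scan day was left out of the model. Of 18 such genes, 1 was higher in DU than in HU animals and none lower (7 and none when adjusted over the list alone), with a median of 0.18 (adjusted p = 0.00101 from camera, adjusted p = 0.476 with an estimated correlation), and with the scan day and the chip lot as blocks -0.03 (0.794) and 0.19 (0.00384). In DT vs. HU, 1 was higher (5 when adjusted over the list alone), with a median of 0.21 (adjusted p = 0.00101 from camera, adjusted p = 0.476 with an estimated correlation), and with the scan day and the chip lot as blocks 0.04 (0.643) and 0.21 (0.00384), and in DT vs. DU the median was -0.01 (adjusted p = 0.82). Of 39 genes of the unfolded protein response and ER chaperones, 2 were higher in DT than in HU animals and none lower (4 and 1 when adjusted over the list alone), with a median of 0.17 (adjusted p = 0.00325 from camera, adjusted p = 0.83 with an estimated correlation), lost without HU2 (0.155) or DT1 (0.0596), and with the scan day and the chip lot as blocks 0.09 (0.56) and 0.11 (0.105). Of 33 genes of amino acid metabolism, 2 were higher and 1 lower (5 and 2 when adjusted over the list alone), with a median of 0.22 (adjusted p = 0.0029 from camera, adjusted p = 0.6 with an estimated correlation), lost without DT1 (0.0596) and 0.15 without HU2, and with the scan day and the chip lot as blocks 0.03 (0.821) and 0.15 (0.0568).

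Sst, which encodes somatostatin, was 2.49-fold higher in DU than in HU animals (log2 fold change 1.32, standard error 0.28, adjusted p = 0.0217). This call was lost without HU1 (0.078), HU2 (0.0611), HU3 (0.057), DU2 (0.0819) or DU3 (0.0764). With the scan day as a block its log2 fold change was 2.64, a value that includes DT3 minus HT3. Sst was higher in DT3 than in DT1, DT2 and every HU array, as given above, so the larger value does not strengthen the rise in DU animals. Without a block in DU vs. HU, Gcg, which encodes glucagon, had 0.11 (adjusted p = 0.872) and Ppy, which encodes pancreatic polypeptide, -0.58 (adjusted p = 0.3). Among 12 beta cell genes, 1 rose in DT vs. DU (3 when adjusted over the list alone), with a median of 0.05 (adjusted p = 0.0299 from camera, adjusted p = 0.577 with an estimated correlation), lost without DU1 (0.0904), DU3 (0.0511) or DT3 (0.0617), and 0.09 without DU2, and with the scan day and the chip lot as blocks 0.14 (0.0258) and 0.05 (0.0489). Of 18 pan-endocrine genes, 4 were lower in DT than in HU animals (8 when adjusted over the list alone), with a median of -0.24 (adjusted p = 6.88e-06 from camera, adjusted p = 0.371 with an estimated correlation), and with the scan day and the chip lot as blocks -0.01 (0.423) and -0.14 (0.000481). Pdx1, a transcription factor of beta cells, had log2 fold changes of -0.29 in DU vs. HU (adjusted p = 0.124) and 0.05 in DT vs. DU (adjusted p = 0.933), and Pcna, a marker of DNA replication, 0.03 (adjusted p = 0.909) and -0.02 (adjusted p = 0.986). The RNA came from whole pancreas, in which beta cells are a small part. Nupr1 had -0.79 in DT vs. DU (adjusted p = 0.0822, and 0.0478 without DT1).

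Of 29 genes of fatty acid and triglyceride synthesis, 1 rose in DT vs. DU and none fell (3 and none when adjusted over the list alone), with a median of 0.12 (adjusted p = 0.00376 from camera, adjusted p = 0.592 with an estimated correlation), lost without DT3 (0.0557), and with the scan day and the chip lot as blocks 0.12 (0.0766) and 0.12 (0.0031). In DT vs. HU, 20 genes of cholesterol synthesis had a median of 0.07 (adjusted p = 0.045 from camera, adjusted p = 0.6 with an estimated correlation), lost without HU1 (0.092), HU2 (0.12), DT1 (0.221) or DT3 (0.0557), and 0.13, 0.12 and 0.13 without HU3, DT2 and DT3, and with the scan day and the chip lot as blocks 0.08 (0.195) and 0.11 (0.0513). In the same comparison 47 genes of mitochondrial electron transport and ATP synthase had a median of 0.08 (adjusted p = 0.0408 from camera, adjusted p = 0.92 with an estimated correlation), lost without HU1 (0.134), HU2 (0.442), DT1 (0.788) or DT3 (0.141), and 0.14 and 0.16 without HU3 and DT2, and with the scan day and the chip lot as blocks -0.13 (0.285) and -0.01 (0.984). In HT vs. HU, 35 protein phosphatases had a median of -0.04 (adjusted p = 0.0474 from camera, adjusted p = 0.92 with an estimated correlation), lost without HU3 (0.774), HT1 (0.19), HT3 (0.0515), DU2 (0.0586), DT1 (0.0611) or DT2 (0.0592), and -0.08, -0.11 and -0.09 without HU1, HU2 and HT2. Their median was -0.06 with the chip lot as a block (adjusted p = 0.0746). With the scan day as a block it was -0.21, that of HT1 and HT2 minus HU3 alone within scan day 3. The other lists past camera with this block rest on HU3 in the same way, and only their medians are given. They were -0.17 for mitochondrial electron transport and ATP synthase, -0.21 for matrix genes, -0.15 for the unfolded protein response and -0.18 for leukocyte genes. Aminoacyl-tRNA synthetases had -0.14, and pancreatic injury and regeneration genes -0.18. These falls were not seen when the same HT arrays were compared with HU1 and HU2, within chip lot 2. There the medians were -0.01 for protein phosphatases, 0.01 for mitochondrial, 0.06 for matrix, 0.08 for unfolded protein response and 0.23 for leukocyte genes. They were 0.002 for aminoacyl-tRNA synthetases and 0.02 for injury and regeneration genes. Past camera with the chip lot as a block was fatty acid and triglyceride synthesis (0.07, adjusted p = 0.00239). Of 10 measured genes commonly used as references, 2 were higher in DU than in HU animals and none lower (3 and 1 when adjusted over the list alone), and in DT vs. DU none passed (none higher and 1 lower when adjusted over the list alone). Tbp had a log2 fold change of 0.04 in DU vs. HU (adjusted p = 0.863). Of the 35 lists in 4 comparisons, 22 of 140 tests passed camera at an adjusted p under 0.05.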
